# Increased autophagy in EphrinB2-deficient osteocytes is associated with elevated secondary mineralization and brittle bone

**DOI:** 10.1038/s41467-019-11373-9

**Published:** 2019-07-31

**Authors:** Christina Vrahnas, Martha Blank, Toby A. Dite, Liliana Tatarczuch, Niloufar Ansari, Blessing Crimeen-Irwin, Huynh Nguyen, Mark R. Forwood, Yifang Hu, Mika Ikegame, Keith R. Bambery, Cyril Petibois, Eleanor J. Mackie, Mark J. Tobin, Gordon K. Smyth, Jonathan S. Oakhill, T. John Martin, Natalie A. Sims

**Keywords:** Bone development, Bone remodelling, Autophagy

## Abstract

Mineralized bone forms when collagen-containing osteoid accrues mineral crystals. This is initiated rapidly (primary mineralization), and continues slowly (secondary mineralization) until bone is remodeled. The interconnected osteocyte network within the bone matrix differentiates from bone-forming osteoblasts; although osteoblast differentiation requires EphrinB2, osteocytes retain its expression. Here we report brittle bones in mice with osteocyte-targeted EphrinB2 deletion. This is not caused by low bone mass, but by defective bone material. While osteoid mineralization is initiated at normal rate, mineral accrual is accelerated, indicating that EphrinB2 in osteocytes limits mineral accumulation. No known regulators of mineralization are modified in the brittle cortical bone but a cluster of autophagy-associated genes are dysregulated. EphrinB2-deficient osteocytes displayed more autophagosomes in vivo and in vitro, and EphrinB2-Fc treatment suppresses autophagy in a RhoA-ROCK dependent manner. We conclude that secondary mineralization involves EphrinB2-RhoA-limited autophagy in osteocytes, and disruption leads to a bone fragility independent of bone mass.

## Abstract (web summary)

Osteoblasts mediate bone formation, and their differentiation requires expression of EphrinB2. Here, the authors show that EphrinB2 is also expressed by osteocytes, and that its genetic ablation in mice is associated with altered autophagy, elevated mineralization and brittle bone.

## Introduction

The skeleton is unique because its organic structure is hardened by integration of mineral, allowing it to provide support for locomotion and protection for internal organs. This mineralized bone forms when collagen-containing osteoid, deposited by osteoblasts, accrues hydroxyapatite crystals. The process has two phases: a rapid initiation (primary mineralization), followed by slower mineral accrual (secondary mineralization) that continues until it reaches a maximal level, or the bone is renewed by remodeling^1^. During bone formation, osteoblasts become incorporated in the non-mineralized osteoid and differentiate into osteocytes to form a highly connected network of specialized cells residing within the mineralized matrix^2^. In response to stimuli such as mechanical load, hormones, and cytokines, osteocytes release proteins that both stimulate^3^ and inhibit^4^ bone-forming osteoblasts. Both osteoblasts and osteocytes express proteins that initiate osteoid matrix mineralization^5^, but it is not known how continuing mineral deposition is controlled.

Two related agents that stimulate bone formation are the agonists of the parathyroid hormone (PTH) receptor (PTH1R): PTH and PTH-related protein (PTHrP). Locally derived PTHrP, from osteoblasts and osteocytes, stimulates bone formation in a paracrine manner^6^. This PTH1R-mediated action is exploited by the pharmacological agents teriparatide (PTH) and abaloparatide (modified N-terminal PTHrP), two agents currently available that increase bone mass in patients with fragility fractures^7,8^. The contact-dependent signaling molecule EphrinB2 is substantially increased in osteoblasts by both PTH and PTHrP treatment in vitro and in vivo^9^. We have previously shown that EphrinB2 (gene name: *Efnb2*) interacts with its receptor, EphB4, to provide a checkpoint through which osteoblasts must pass to reach full maturity^10,11^. Furthermore, in adult bone, osteoblast-specific EphrinB2 deletion compromised bone strength by impairing osteoblast differentiation and delaying initiation of bone mineralization, ultimately leading to a mild osteomalacia (high osteoid content)^11^. This indicated that osteoid mineralization is initiated by mature osteoblasts beyond the EphrinB2:EphB4 differentiation checkpoint.

We were intrigued by the high level of EphrinB2 expression in fully embedded osteocytes^9^, beyond the differentiation checkpoint. Given the extensive connections between osteocytes^2^ and the contact-dependent nature of EphrinB2:EphB4 signaling, we hypothesized that EphrinB2 might regulate osteocyte function in the bone matrix. We undertook the present work to determine the requirement for EphrinB2 expression in osteocytes. We found that EphrinB2 in osteocytes does not regulate initiation of bone mineralization, but limits secondary mineral accrual and retains bone matrix flexibility. We also showed that osteocytes lacking EphrinB2 have modified genes associated with autophagy and increased autophagosomes, and that EphrinB2 suppresses autophagy in a RhoA-ROCK-dependent manner; this provides evidence that autophagic processes in osteocytes may directly control mineralization.

## Results

### PTH and endogenous PTHrP increase EphrinB2 in osteocytes

Upregulation of *Efnb2* messenger RNA (mRNA) in osteocytes by PTH and PTHrP stimulation was confirmed in the Ocy454 osteocyte cell line (Fig. 1a); PTH(1–34) and PTHrP(1–141) both significantly increased *Efnb2* mRNA levels. Short hairpin RNA (shRNA) knockdown of PTHrP (*Pthlh*) in Ocy454 cells resulted in significantly lower *Efnb2* mRNA levels at all timepoints, compared to vector control (Fig. 1b). This indicates that endogenous PTHrP expression by osteocytes is required for normal *Efnb2* expression in osteocytes.

**Fig. 1:**
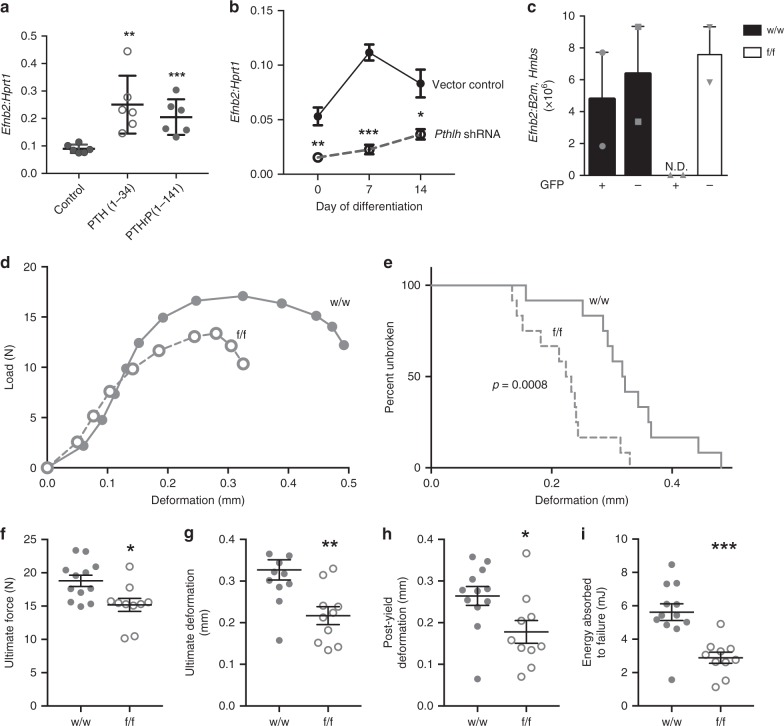
Parathyroid hormone (PTH) and PTH-related protein (PTHrP) stimulate *Efnb2* in osteocytes and bone strength is impaired in mice lacking EphrinB2 in osteocytes. **a**, **b** *Efnb2* messenger RNA (mRNA) levels, relative to *Hprt1*, in Ocy454 cells differentiated for 14 days and treated with 10 nM hPTH(1–34) or hPTHrP(1–141) for 6 h (**a**) and Ocy454 cells with stable short hairpin RNA (shRNA) knockdown of PTHrP (*Pthlh*) at 0, 7, and 14 days of differentiation (**b**). Data are mean ± SEM, *n* = 6 replicates; representative of three independent experiments; *p < 0.05, **p < 0.01, ***p < 0.001 compared to control by Student’s *t* test. **c** *Efnb2* mRNA levels in green fluorescent protein-positive (GFP+) osteocytes isolated from *Dmp1Cre.DMP1-GFP-Tg.Efnb2*^*w/w*^ (w/w) and *Dmp1Cre.DMP1-GFP-Tg.Efnb2*^*f/f*^ (f/f) mice compared to GFP− cells. ND = not detected. Data mean ± SEM of two experiments, *n* = 6 mice/group; pooled. **d** Average load–deformation curve from three-point bending tests (each dot represents the average for the noted sample group; error bars excluded to highlight the shape of curves) of femora from 12-week-old female *Dmp1Cre.Efnb2*^*f/f*^ (f/f) mice and *Dmp1Cre* controls (w/w). **e** Kaplan–Meier curve showing percentage of unbroken femora with increasing deformation (*p* value from Mantel–Cox log-rank test). **f**–**i** Calculated indices of bone strength: ultimate force (**f**), ultimate deformation (**g**), post-yield deformation (**h**), and energy absorbed to failure (**i**). Data are mean ± SEM, *n* = 10–12/group. *p < 0.05, **p < 0.01, ***p < 0.001 vs. w/w controls by Student’s *t* test

### EphrinB2 deletion in osteocytes causes brittle bones

To confirm specific *Efnb2* deletion, green fluorescent protein (GFP)-tagged osteocytes were fluorescence-activated cell sorting (FACS) purified from *Dmp1Cre.DMP1tg-GFP.Efnb2*^*f/f*^ mice. PCR with primers targeted to the *Efnb2* exon 1–2 boundary confirmed effective *Efnb2* targeting in osteocytes from *Dmp1Cre.Efnb2*^*f/f*^ mice, while retaining *Efnb2* in non-osteocytic cells (Fig. 1c). *Efnb2* was present in GFP-tagged osteocytes from control mice.

Three-point bending tests demonstrated a whole bone strength defect in adult female *Dmp1Cre.Efnb2*^*f/f*^ femora compared to *Dmp1Cre* controls (Fig. 1d–i, Supplementary Table 1), but not in males (Supplementary Table 2). For this reason, all further analysis is focused on the female bones. A significantly higher percentage of bones from female *Dmp1Cre.Efnb2*^*f/f*^ mice fractured at lower deformation than controls (Fig. 1e). Average load–deformation curves showed this also (Fig. 1d), and femora from *Dmp1Cre.Efnb2*^*f/f*^ mice could withstand less force before yielding (yield force, Supplementary Table 1) and before breaking (ultimate force, Fig. 1f), and deformed less at the maximum force that they could withstand (ultimate deformation, Fig. 1h), compared to controls. The low ultimate deformation was largely explained by a deficit in deformation from the yield point onwards (post-yield deformation, Fig. 1h, Supplementary Table 1). Energy absorbed to failure was also significantly lower in *Dmp1Cre.Efnb2*^*f/f*^ femora compared to controls (Fig. 1i). Stiffness (slope of the load–deformation curve before the yield point) was not significantly modified (Supplementary Table 1). This indicates a lower yield point in *Dmp1Cre.Efnb2*^*f/f*^ femora, and once they began to yield, they withstood less force and deformed less than controls.

The impaired *Dmp1Cre.Efnb2*^*f/f*^ femoral strength was not associated with any significant difference in moment of inertia (Fig. 2a) or cortical bone dimensions (periosteal perimeter and marrow area, Supplementary Table 1). Indeed, when data were corrected for cortical dimensions, impaired strength was still observed. This confirmed that the defect in strength was not due to modified bone shape. Femora from *Dmp1Cre.Efnb2*^*f/f*^ mice showed impaired material strength compared to controls (Fig. 2b), including lower yield stress and strain (Supplementary Table 1), lower ultimate stress (Fig. 2c), lower ultimate strain (Fig. 2d), and lower toughness (Fig. 2e). Elastic modulus was not significantly altered (Supplementary Table 1), consistent with the normal stiffness. Reference point indentation (RPI) also indicated a change in material strength independent of geometry, with a significantly greater indentation distance increase (the increase in the test probe’s indentation distance in the last cycle relative to the first cycle) in *Dmp1Cre.Efnb2*^*f/f*^ bones compared to controls (Fig. 2f). No other parameters measured by RPI were altered (Supplementary Table 3). *Dmp1Cre.Efnb2*^*f/f*^ femoral fragility is therefore due to a change in the bone material itself, likely a defect in bone material composition.

**Fig. 2:**
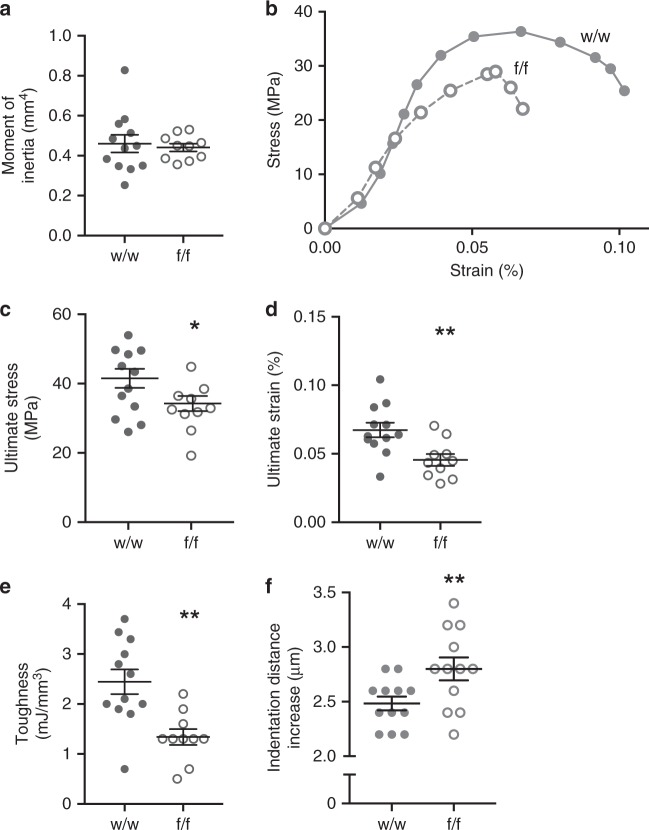
Impaired strength in *Dmp1Cre.Efnb2*^*f/f*^ mice is a material defect and is not caused by altered bone geometry. **a** Femoral moment of inertia. **b**–**e** Three-point bending test data corrected for bone cross-sectional area, including average stress–strain curve (each dot represents the average load and deformation for the noted sample group; error bars excluded to highlight the shape of curves) (**b**), ultimate stress (**c**), ultimate strain (**d**), and toughness (**e**) of 12-week old female *Dmp1Cre* (w/w) and *Dmp1Cre.Efnb2*^*f/f*^ (f/f) femora. **f** Indentation distance increase derived from reference point indentation. Data are represented as mean ± SEM, *n* = 10–12/group. *p < 0.05, **p < 0.01 vs. w/w controls by Student’s *t* test

### Normal bone formation rate in *Dmp1Cre.Efnb2*^*f/f*^ bones

In contrast to *OsxCre.Efnb2*^*f/f*^ mice (with EphrinB2 deleted in osteoblasts), which exhibited reduced mineral appositional rate at the periosteum^11^, *Dmp1Cre.Efnb2*^*f/f*^ mice exhibited no significant change in periosteal mineral appositional rate (Supplementary Table 1) or periosteal mineralizing surface (Supplementary Table 1). We also assessed trabecular bone structure, which was normal (Supplementary Table 4), and detected no significant difference in trabecular bone formation rate, mineral appositional rate, or mineralizing surface (Supplementary Table 5). There were also no differences detected in osteoid thickness, osteoid surface, osteoblast surface, or osteoclast surface in *Dmp1Cre.Efnb2*^*f/f*^ bones compared to controls (Supplementary Table 5). Osteoblast differentiation, osteoblast-mediated osteoid deposition, and the initiation of bone mineralization therefore occur at a normal rate in *Dmp1Cre.Efnb2*^*f/f*^ bones.

Backscattered electron microscopy detected no change in osteocyte lacunar size in *Dmp1Cre.Efnb2*^*f/f*^ femoral midshafts; however, osteocyte lacunar density was significantly greater compared to controls (Supplementary Table 6). This suggests that osteocytes are incorporated more rapidly into the bone matrix during osteoid deposition. No defect in the osteocyte lacuno-canalicular network was detected by Ploton silver staining (Supplementary Fig. 1).

### Greater mineral deposition in *Dmp1Cre.Efnb2*^*f/f*^ bone

Since material strength was impaired and the (blinded) technician cutting the sections for histomorphometry noted difficulty in cutting many samples, we assessed bone material by multiple methods. We detected no difference in the proportion of woven to lamellar cortical bone by polarized light microscopy (Supplementary Table 6) and no significant alteration in cortical tissue mineral density (Ct.TMD) measured by micro computed tomography (Supplementary Table 1) in *Dmp1Cre.Efnb2*^*f/f*^ femora compared to controls. We then used synchrotron-based Fourier-transform infrared microspectroscopy (sFTIRM) to measure bone composition at the medial tibial periosteum. Unlike the endocortical surface, which is remodelled, the periosteal surface is a site of modelling-based cortical expansion and undergoes continuous bone formation (bone growth)^12^. We have confirmed this in control mice for this study at the site used for sFTIRM analysis at both 6 and 12 weeks of age (Supplementary Fig. 2). Measurements taken at increasing depth thereby allow assessment of bone matrix mineralization rate as it progresses^13,14^. Three regions with increasing matrix maturity were measured (Fig. 3a).

**Fig. 3:**
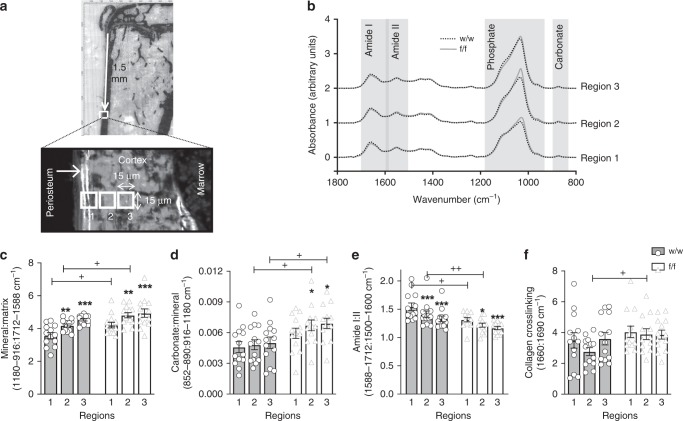
Elevated mineral accrual, carbonate deposition, and reduced amide I:II ratio in *Dmp1Cre.Efnb2*^*f/f*^ cortical bone. **a** Regions of periosteal bone used for synchrotron-based Fourier-transform infrared microspectroscopy (sFTIRM) analysis. Note the double calcein label on the newly mineralized periosteum; regions 1–3 (15 μm^2^ in size) denote bone areas of increasing maturity with increasing distance from the periosteal edge. **b** Averaged sFTIRM spectra from regions 1, 2, and 3 of all 12-week old female *Dmp1Cre* (w/w) and *Dmp1Cre.Efnb2*^*f/f*^ (f/f) tibiae; grey boxes show approximate regions of the amide I, amide II, phosphate, and carbonate peaks (see Method for details). **c**–**f** sFTIRM-derived mineral:matrix (**c**), carbonate:mineral (**d**), amide I:II (**e**), and collagen crosslinking (**f**) ratios in regions 1–3 of w/w and f/f tibiae. Data are represented as mean ± SEM, with individual values, *n* = 13/group. *p < 0.05, **p < 0.01, ***p < 0.001 vs. region 1 of same genotype (bone maturation effect), ^+^*p* < 0.05, ^++^*p* < 0.01 vs. w/w in the same region (genotype effect) by two-way analysis of variance (ANOVA)

Average spectra for each genotype, taken from the intermediate region, indicated altered spectral geometry in *Dmp1Cre.Efnb2*^*f/f*^ bone compared to controls (Fig. 3b). *Dmp1Cre.Efnb2*^*f/f*^ bone had higher phosphate and carbonate peaks, indicating a greater mineralization level. In addition, *Dmp1Cre.Efnb2*^*f/f*^ bone showed a lower amide I, but higher amide II peak, suggesting greater collagen compaction in *Dmp1Cre.Efnb2*^*f/f*^ bone.

When quantified, control bones showed the changes associated with bone matrix maturation previously reported on murine periosteum: with increasing depth from the bone edge, mineral:matrix ratio increases, while amide I:II ratio decreases^13^ (Fig. 3c–e). Mineral accrual was accelerated in *Dmp1Cre.Efnb2*^*f/f*^ bone (Fig. 3c): in the two most immature regions, mineral:matrix ratio was significantly greater in *Dmp1Cre.Efnb2*^*f/f*^ bone compared to control (Fig. 3c) and amide I:II ratio was significantly lower (Fig. 3e). In addition, although carbonate:mineral ratio did not increase significantly with maturation in the control mice, the carbonate:mineral ratio increased with increasing matrix maturity in the *Dmp1Cre.Efnb2*^*f/f*^ bone and reached a higher carbonate:mineral ratio than controls in the two more mature regions (Fig. 3d). The greater mineral:matrix ratio was not due to a lower bone collagen content; hydroxyproline levels were significantly higher in whole bone samples from *Dmp1Cre.Efnb2*^*f/f*^ bone compared to control (Supplementary Table 6). Collagen crosslinking did not change with bone maturity, but was significantly greater in the *Dmp1Cre.Efnb2*^*f/f*^ intermediate region (Fig. 3f), indicating that crosslinks mature in the same region in which mineral and carbonate accumulate. Male *Dmp1Cre.Efnb2*^*f/f*^ femora showed no significant modification in mineral:matrix, carbonate:mineral, or amide I:II ratio (Supplementary Fig. 3). The female *Dmp1Cre.Efnb2*^*f/f*^ brittle bone phenotype is therefore associated with more rapid bone matrix maturation, including rapid mineral accumulation and carbonate substitution, and more rapid collagen compaction within the matrix.

Since the amide I:II ratio has not yet been validated in the bone as an indicator of collagen compaction, we used polarized Fourier-transform infrared imaging (pFTIRI) in the same region to visualize and quantitate collagen fiber spatial variation (Fig. 4a, b, d, e). We used 0° and 90° polarizing filters to preferentially enhance the signal from molecular bonds oriented parallel and perpendicular, respectively, to the bone tissue section surface^15^. The pFTIRI 0° polarizing filter indicated higher amide I:II ratio in both periosteal and endocortical regions compared to the central cortical bone region (Fig. 4a, c). *Dmp1Cre.Efnb2*^*f/f*^ bones showed a greater amide I:II ratio in the endocortical region compared to periosteal and central cortical bone (Fig. 4b, c). When quantified, the pFTIRI 0° polarizing filter result confirmed a significantly lower amide I:II ratio in the periosteal region in *Dmp1Cre.Efnb2*^*f/f*^ bone compared to control, validating our sFTIRM observations (Fig. 4c). The difference in amide I:II ratio between periosteal and central cortical regions was no longer detected due to this lowering in the periosteal region: both showed a significantly lower amide I:II ratio than the endocortical region (Fig. 4b, c). There was no reduction in amide I:II ratio on the endocortical surface; since this region is remodelled, the bone in this region would contain both old and new bone, which may mask any difference. When quantified under 90° polarization, in both control and *Dmp1Cre.Efnb2*^*f/f*^ mice, amide I:II ratio was lower at central and endocortical regions due to greater amide II signal (Fig. 4d–f); no difference was observed in fibers aligned under this filter between genotypes (Fig. 4f). This analysis validated the sFTIRM observations, and confirmed a significantly lower amide I:II ratio in the more periosteal *Dmp1Cre.Efnb2*^*f/f*^ bone than control.

**Fig. 4:**
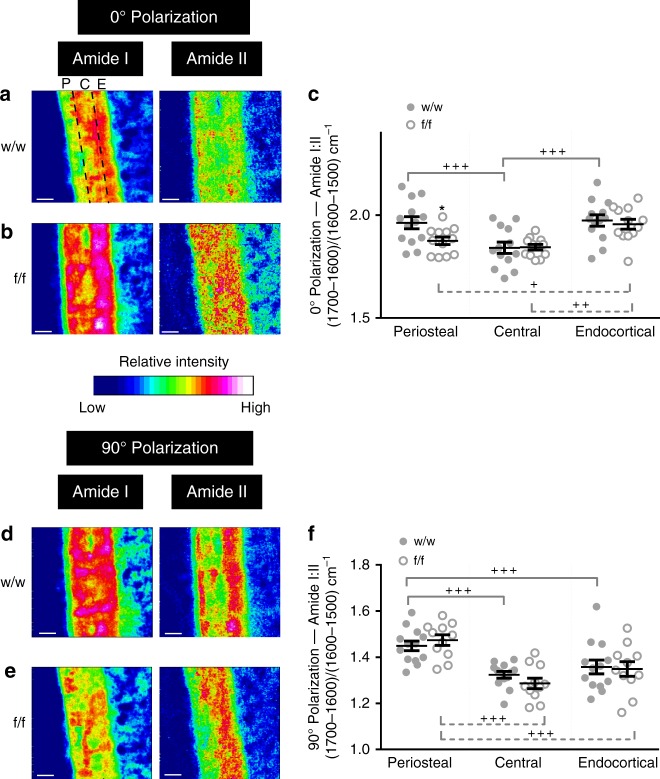
Polarized Fourier-transform infrared (FTIR) imaging confirms altered collagen distribution in *Dmp1Cre.Efnb2*^*f/f*^ mice. Representative FTIR images showing relative intensity of amide I and amide II peaks in the cortical mid-shaft from 12-week old female *Dmp1Cre* (w/w) and *Dmp1Cre.Efnb2*^*f/f*^ (f/f) mice under the (**a**, **b**) 0° and (**d**, **e**) 90° polarizing filters; quantification of the amide I:II ratio under the 0° (**c**) and 90° (**f**) polarizing filters in periosteal (P), central (C) and endocortical (E) regions (shown in the top left of panel a). Data are mean ± SEM, *n* = 12–13/group. *p < 0.05 vs. *Dmp1Cre* at the same region (genotype effect), ^+^*p* < 0.05, ^++^*p* < 0.01, ^+++^*p* < 0.001 vs region indicated by the bracket, within the same genotype (region effect) by two-way analysis of variance (ANOVA). Scale bar = 50 μm

### Dysregulated autophagy genes in *Dmp1Cre.Efnb2*^*f/f*^ bone

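Bone RNA was taken from the flushed femora of 12-week-old female mice of 2 genotypes. In Dmp1Cre.Efnb2f/f mice, Cre recombinase expressed from the Dmp1 promoter deletes the floxed Efnb2 gene from late osteoblasts and osteocytes, and Dmp1Cre mice without the floxed allele, littermates or cousins, were the controls. There were 3 Dmp1Cre.Efnb2f/f libraries and 4 Dmp1Cre libraries. The authors mapped paired-end reads to the mouse genome (mm10) with Rsubread and deposited the number of reads that featureCounts assigned to each of 27179 Entrez genes, without normalization or a gene filter. The counts summed to 18119947, 18844400 and 19119250 in the libraries labelled Dmp1Cre.Efnb2f/f and to 21276880, 17245556, 17756294 and 22075778 in the control libraries. From these counts, genes with at least 0.65 CPM (read counts scaled to library size) in at least 3 libraries were kept, which left 16302 genes, and the classes of genes that the study removed were then left out as far as symbols and gene types identified them, which left 15098. Differences between the genotypes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment over these genes. The study's own limma pipeline, as far as the paper's text gives its settings, was run beside it. The labels name 4 parent crosses. Replicates 1 and 2 of Dmp1Cre.Efnb2f/f came from one cross and controls 1 and 2 from another, while replicate 3 of Dmp1Cre.Efnb2f/f and control 3 shared a cross and control 4 came from a further one. Within each genotype, every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 31.2 to 204. The first principal component of log2 CPM held 53.4% of the variance and set controls 1 and 4 (scores 44.3 and 70.2) apart from the other 5 libraries, in which both genotypes were mixed (scores from -42.2 to -1.81), so it did not separate the genotypes.

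Efnb2, the targeted gene (Entrez gene 13642), lies on chromosome 8 of GRCm38 from 8617235 to 8661242. It had 322, 239 and 224 counts in the 3 libraries labelled Dmp1Cre.Efnb2f/f and 164, 139, 110 and 117 in the control libraries. Its normalized level was 14.3 ± 3.21 CPM (SD, n = 3) in the libraries labelled Dmp1Cre.Efnb2f/f and 7.30 ± 1.07 CPM (SD, n = 4) in the controls, and each of the former was above every control (two-sided exact permutation test, p = 0.0286, the smallest p that 3 against 4 allow). The log2 fold change was 0.96 (standard error 0.21, adjusted p = 0.511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts cover the whole gene and do not separate the floxed exon, and whole bone also holds cells in which Dmp1Cre is not active. The paper reports PCR at the targeted part of Efnb2 in osteocytes sorted by a fluorescent tag from other mice with this deletion. There Efnb2 was effectively targeted in osteocytes and kept in other cells. The whole-gene level here was higher where deletion would lower it, but it cannot test the deletion, so the libraries are named by their labels.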

To identify mechanisms by which EphrinB2 deficiency alters mineral and matrix composition leading to fragile bones, RNA-sequencing was performed on marrow-flushed femora from 12-week-old *Dmp1Cre.Efnb2*^*f/f*^ and control mice. This revealed 782 up-regulated genes and 1024 down-regulated genes (false discovery rate <0.05). 

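With edgeR's quasi-likelihood test, 0 genes were higher and 0 genes were lower in the libraries labelled Dmp1Cre.Efnb2f/f at an adjusted p-value under 0.05 among the 15098 genes tested. At an unadjusted p-value under 0.05 there were 1459 genes, where chance gives 755. The lowest adjusted p-value was 0.229, for Pira6 and Ccdc92b. On counts simulated from these libraries with 200 genes changed by a log2 fold change of 2, the same test recovered 182 of the 200 and made 10 false calls. Each gene was simulated on its own, without differences between mice that many genes share. The simulation therefore does not give the power of the test in these libraries. The count moved most under the study's limma pipeline with a block for the day of collection. That pipeline called between 0 and 2214 genes higher and between 0 and 2715 genes lower. The number depended on which mouse of each genotype was taken as the pair of the second day. At both ends of the range, the pipeline's estimate of weights for the libraries did not converge. Where it converged, the numbers ran from 1 gene higher and 5 lower to 1399 higher and 1550 lower. Without the block the pipeline called 1131 genes higher and 1115 lower. DESeq2 called 24 genes higher and 48 lower. The count at an unadjusted p-value under 0.05 also depended on single libraries. It was 425 without replicate 1 of Dmp1Cre.Efnb2f/f, 582 without replicate 2, 2369 without control 3 and 961 without control 4.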

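The 7 osteocyte and mineralization genes Dmp1, Mepe, Sost, Phospho1, Enpp1, Enpp2 and Fgf23 were all among the genes tested, and 0 of them had an adjusted p-value under 0.05, either over all genes or adjusted over the list alone. At an unadjusted p-value under 0.05 there were also 0. Dmp1 (chromosome 5 of GRCm38, 104197575 to 104214102) had 110.3 ± 41.0 CPM (SD, n = 3) in the libraries labelled Dmp1Cre.Efnb2f/f and 113 ± 81.3 CPM (SD, n = 4) in the controls, a log2 fold change of -0.03 (standard error 0.48, adjusted p = 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest unadjusted p-value was that of Phospho1, 0.0534, with a log2 fold change of -0.77 (standard error 0.34) and an adjusted p-value of 0.511 from the same test. Without control 1 its log2 fold change was -0.46. Phospho1 overlaps Abi3, with which reads could be shared. Single libraries decided the sign of Dmp1, Sost and Mepe. The log2 fold change of Dmp1 was -0.38 without replicate 1 of Dmp1Cre.Efnb2f/f and 0.60 without control 1. That of Sost was 0.07 with all libraries, -0.49 without replicate 1 of Dmp1Cre.Efnb2f/f and 0.90 without control 1, and that of Mepe was 0.27, -0.12 and 0.90 in the same order. Control 1 had the highest level of Dmp1, Mepe, Sost, Phospho1, Enpp1 and Enpp2, so the spread among the controls was wide. Fgf23 had only 5 to 21 counts per library, and its log2 fold change of 0.47 had a standard error of 0.45, no larger than those of Dmp1 (0.48), Mepe (0.50) and Sost (0.61). The log2 fold change of Fgf23 was 0.22 without control 1. Under the study's limma pipeline without a day block, Enpp1 and Enpp2 (adjusted p = 0.0220 for each from limma) passed the threshold. Over all alternatives the adjusted p-value from limma, edgeR or DESeq2 ran from 0.0101 to 1.00 for Enpp1 and from 0.0191 to 1.00 for Enpp2. With a day block, from 0 to 6 of the 7 genes passed it, depending on which pair of mice was taken as the second day.

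**Figure D1:**
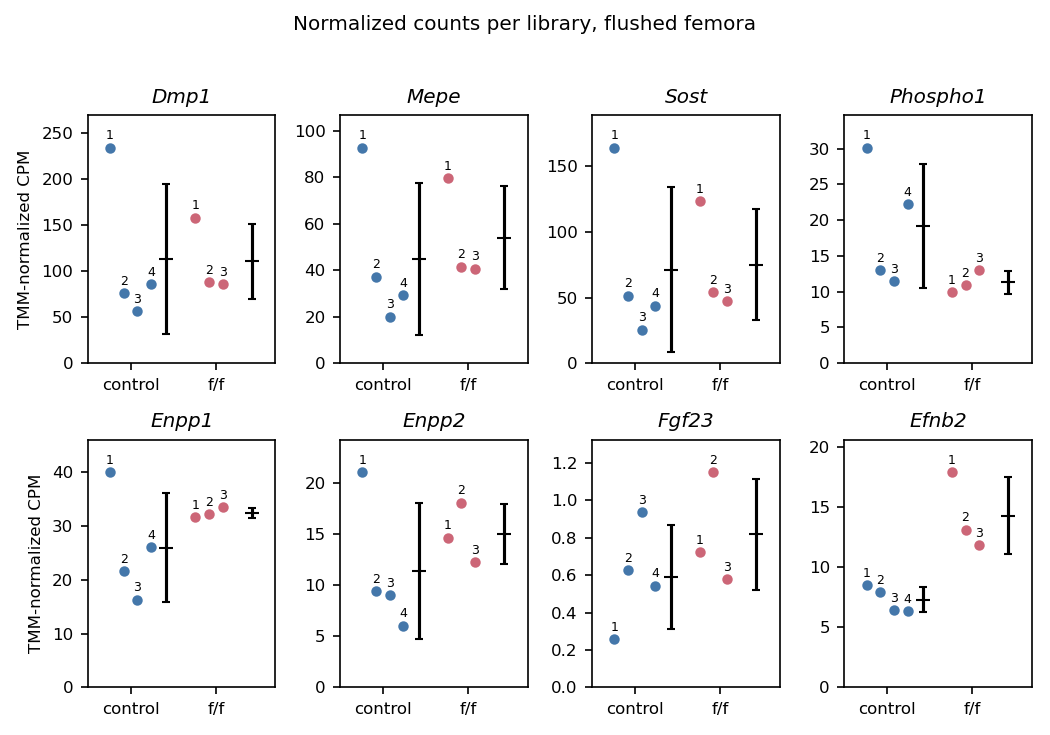
TMM-normalized CPM of the 7 genes and of Efnb2 in each library (points, numbered by replicate), with the mean and SD of each genotype (bars); f/f marks the libraries labelled Dmp1Cre.Efnb2f/f. The genotypes overlap for the 7 genes, and the Efnb2 points labelled f/f lie above those of the controls.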

Known osteocyte-specific and mineralization genes were not differentially expressed between the genotypes (e.g., *Dmp1*, *Mepe*, *Sost*, *Phospho1*, *Enpp1*, *Enpp2*, *Fgf23*). Table 1 shows the top 30 differentially expressed genes; none have previously been associated with osteocyte function, bone mineralization, or EphrinB2 function. 

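All 30 genes of Table 1 were tested, 17 higher and 13 lower in the libraries labelled Dmp1Cre.Efnb2f/f, and all 30 had the direction the paper gives. At an unadjusted p-value under 0.05 there were 27, and 0 had an adjusted p-value under 0.05 over all genes, where their adjusted p-values ran from 0.229 to 0.525 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone 27 passed, which is not independent evidence because the study chose the list on these libraries. In replicates 1 and 2 of the libraries labelled Dmp1Cre.Efnb2f/f, all 30 genes lay beyond all 4 controls in the paper's direction, and in replicate 3 it was 15. The groups did not overlap for 15 of the 30 genes. By chance 5.71% of genes chosen without these libraries would do so. Since the study chose the 30 genes on these libraries, this number and those per replicate are not independent evidence either. Pira6 was highest in rank by p, with 9.85 ± 2.41 CPM (SD, n = 3) in the libraries labelled Dmp1Cre.Efnb2f/f and 2.50 ± 0.377 CPM (SD, n = 4) in the controls, a log2 fold change of 1.98 (standard error 0.24, adjusted p = 0.229 from the same test). Pira6 and Pirb of Table 1 are paralogs, between which the counting could have split reads. Ccdc92b (chromosome 11, 74619594 to 74641516) had a log2 fold change of -3.85 (standard error 0.49), with 18, 24 and 28 counts in the libraries labelled Dmp1Cre.Efnb2f/f and 263, 246, 185 and 644 in the controls. Sycp1 had at most 2 counts in each library labelled Dmp1Cre.Efnb2f/f, and its level there was at least 18.6-fold below the mean of the controls. The controls ranged from 5 to 132 counts. The limit does not hold against control 4 alone, which had 0.272 CPM against 0.111 CPM in replicate 1 of Dmp1Cre.Efnb2f/f. Without control 3, which had the 132, this limit was 8.98-fold. DESeq2 called 10 of the 30 genes and the study's limma pipeline without a day block called 30. With the parent cross as a block, 10 of the 30 genes changed direction, an estimate that rests on the 1 mouse of each genotype that shared a cross.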

We noted that a third of the top genes are associated with autophagic processes, specifically with mitophagy and ER-phagy. 

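The 10 genes of Table 1 that the paper assigns to autophagy were compared between the genotypes as a group. At an unadjusted p-value under 0.05 there were 8, and 0 of the 10 had an adjusted p-value under 0.05 over all genes. Adjusted over the list alone 8 passed, though the list was chosen on these libraries. In 3 of the 10 genes, replicate 3 of the libraries labelled Dmp1Cre.Efnb2f/f lay beyond all 4 controls in the paper's direction, and the same 3 genes were those whose groups did not overlap. The paper states that these genes are associated with mitophagy and ER-phagy, the breakdown of mitochondria and of endoplasmic reticulum, and goes on from them to ask whether autophagy increases in Ocy454 osteocytes, a cell line, when Efnb2 is knocked down.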

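For Fam134b, Fbxo32, Lama2, Bnip3, Trim63 and Peg3 the mean was higher in the libraries labelled Dmp1Cre.Efnb2f/f. Fbxo32 (chromosome 15 of GRCm38, 58175879 to 58214892) had 622, 765 and 56.9 CPM in libraries 1, 2 and 3 labelled Dmp1Cre.Efnb2f/f and 109, 100.0, 152 and 29.1 CPM in controls 1 to 4, a log2 fold change of 2.30 (standard error 0.78, adjusted p = 0.511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trim63 (chromosome 4, 134315120 to 134329629) had 576, 937 and 48.0 CPM in the libraries labelled Dmp1Cre.Efnb2f/f and 104, 99.4, 131 and 27.4 CPM in the controls. Fam134b (chromosome 15, 25843298 to 25973696) had 378, 298 and 63.9 CPM against 86.3, 85.4, 119 and 29.1 CPM. In each of these 3 genes, library 3 labelled Dmp1Cre.Efnb2f/f lay below controls 1, 2 and 3, so the difference between the genotypes came from libraries 1 and 2. Bnip3 (chromosome 7, 138890836 to 138909506) was higher in all 3 libraries than in every control, with 57.4 ± 18.1 CPM (SD, n = 3) against 24.6 ± 8.42 CPM (SD, n = 4) and a log2 fold change of 1.22 (standard error 0.33, unadjusted p = 0.00545 and adjusted p = 0.511 from the same edgeR test; two-sided exact permutation test, p = 0.0286). For Lama2 and for Peg3, whose span overlaps Peg3os, libraries 1 and 2 lay above every control and library 3 lay within the range of the controls, with log2 fold changes of 0.97 (standard error 0.48) and 1.38 (standard error 0.53). Without control 1 that of Lama2 was 1.52. With the parent cross as a block, the log2 fold changes of Fam134b, Fbxo32, Trim63 and Peg3 were -0.89, -1.41, -1.45 and -0.47. Those of Bnip3 and Lama2 were 0.42 and 0.48. All of these rest on 1 mouse of each genotype of the shared cross.

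**Figure D2:**
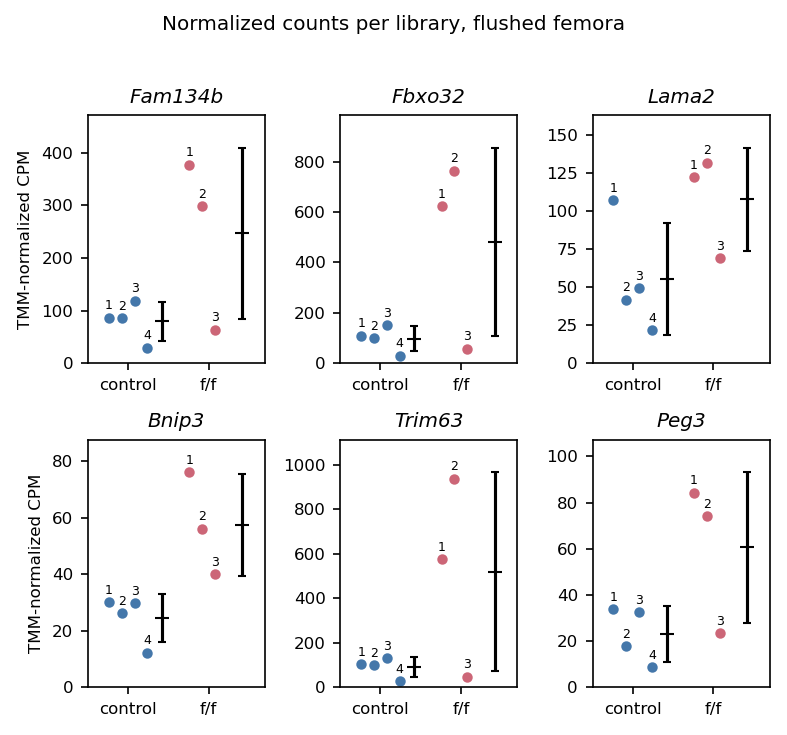
TMM-normalized CPM of the 6 genes in each library (points, numbered by replicate), with the mean and SD of each genotype (bars); f/f marks the libraries labelled Dmp1Cre.Efnb2f/f. Library 3 labelled f/f is among the controls for every gene but Bnip3, where it has 40.1 CPM.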

Six were up-regulated in the EphrinB2-deficient bone: *Fam134b*^16^, *Fbxo32*^17^, *Lama2*^18^, *Bnip3*^19^, *Trim63*^20^, and *Peg3*^21^. 

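Eps8l1, Klf1, Tspo2 and Unc5a had lower means in the libraries labelled Dmp1Cre.Efnb2f/f. Tspo2 (chromosome 17 of GRCm38, 48447942 to 48451564) had 37.9 ± 5.74 CPM (SD, n = 3) against 81.2 ± 14.5 CPM (SD, n = 4), a log2 fold change of -1.10 (standard error 0.20, unadjusted p = 0.000378 and adjusted p = 0.511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.0286). Unc5a (chromosome 13, 54945151 to 55006018) had 5.81 ± 0.337 CPM (SD, n = 3) against 12.6 ± 3.18 CPM (SD, n = 4), a log2 fold change of -1.12 (standard error 0.25). Unc5a overlaps Hk3, with which reads could be shared. Klf1 (chromosome 8, 84901982 to 84905291) had 64.5, 85.2 and 151 CPM in the libraries labelled Dmp1Cre.Efnb2f/f and 162, 153, 149 and 384 CPM in the controls. Without control 4 its log2 fold change was -0.63, against -1.08 (standard error 0.43) with all libraries. Eps8l1 (chromosome 7, 4460638 to 4480487) had 11 and 13 counts in libraries 1 and 2 labelled Dmp1Cre.Efnb2f/f, 200 in library 3, and 155, 226, 366 and 407 in the controls. Its log2 fold change was -2.02 (standard error 0.91) with all libraries and -4.59 without library 3, and the span annotated as Eps8l1 overlaps Rdh13.

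**Figure D3:**
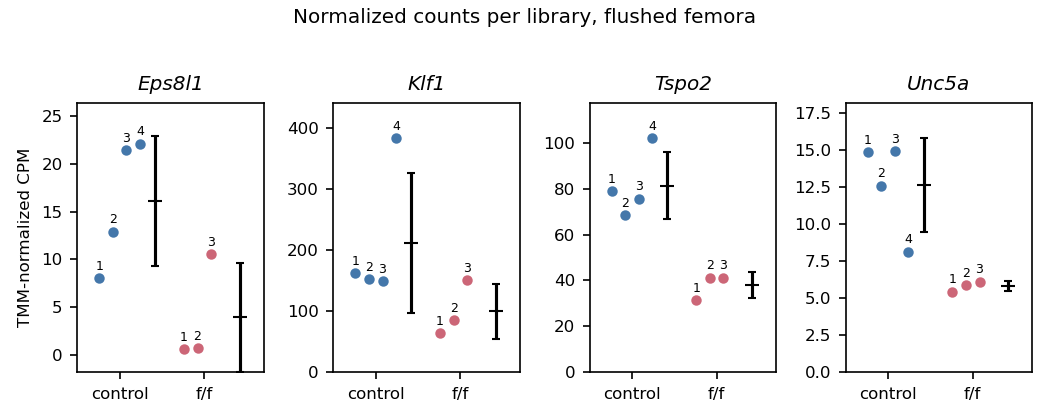
TMM-normalized CPM of the 4 genes in each library (points, numbered by replicate), with the mean and SD of each genotype (bars); f/f marks the libraries labelled Dmp1Cre.Efnb2f/f. The genotypes do not overlap for Tspo2 and Unc5a, while library 3 labelled f/f lies among the controls for Eps8l1 and Klf1.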

The other four were down-regulated: *Eps8l1*^22^, *Klf1*^23^, *Tspo2*^24^, and *Unc5a*^25^. Genes associated with canonical degradative macroautophagy (*Atg* genes) were not significantly modified.

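All 18 genes whose symbol is Atg and a number were tested, and 0 had an adjusted p-value under 0.05, over all genes or adjusted over the list alone. At an unadjusted p-value under 0.05 there were 2, Atg7 and Atg4d. Atg7 (chromosome 6 of GRCm38, 114643127 to 114860604) had 54.8 ± 6.45 CPM (SD, n = 3) in the libraries labelled Dmp1Cre.Efnb2f/f and 76.2 ± 12.4 CPM (SD, n = 4) in the controls, a log2 fold change of -0.47 (standard error 0.18, adjusted p = 0.511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atg4d, which overlaps Kri1, had a log2 fold change of -0.76 (standard error 0.31), and of -0.43 without control 4, which had 136 CPM. The median log2 fold change of the 18 genes was -0.06, and 8 of the 18 were higher. The median changed sign with normalization by library size only (0.0152) and in the highest of the limma fits with a day block (0.0147). With the study's limma pipeline and a day block, between 0 and 7 of the 18 genes passed the threshold, depending on the pair taken as the second day.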

**Table 1:** Upregulation of autophagy-related genes by RNA-sequencing of *Dmp1Cre.Efnb2*^*f/f*^ bone

Rank	Gene name	Gene ID	Log 2 FC	Avg Exprn	*T*	*P* value	FDR
1	*Ccdc92b*	432582	−3.679	2.509	−17.73	4.23E-08	0.00063
2	*BC049730*	232972	−5.568	2.260	−11.20	1.92E-06	0.00948
3	*Pira6*	18729	1.788	2.245	10.52	3.19E-06	0.00948
4*	***Fam134b***	66270	1.907	6.821	10.51	3.22E-06	0.00948
5*	***Fbxo32***	67731	2.443	7.223	10.33	3.71E-06	0.00948
6	*Vldlr*	22359	1.224	6.325	10.30	3.80E-06	0.00948
7	*Abca8a*	217258	1.116	5.984	9.99	4.84E-06	0.00976
8	*Cnksr1*	194231	1.246	3.741	9.71	6.07E-06	0.00976
9	*Sec14l2*	67815	−1.066	5.350	−9.67	6.20E-06	0.00976
10	*2610507I01Rik*	72203	−4.421	3.956	−9.56	6.88E-06	0.00976
11*	***Eps8l1***	67425	−4.100	2.602	−9.47	7.41E-06	0.00976
12*	***Lama2***	16773	1.475	6.078	9.37	8.05E-06	0.00976
13*	***Bnip3***	12176	1.363	5.117	9.21	9.31E-06	0.00976
14	*Slc7a2*	11988	1.437	5.507	9.19	9.46E-06	0.00976
15	*Pirb*	18733	−1.242	6.794	−9.15	9.78E-06	0.00976
16*	***Trim63***	433766	2.476	7.151	9.02	1.09E-05	0.01019
17	*Cped1*	214642	0.993	5.745	8.92	1.19E-05	0.01029
18	*Fam110c*	104943	−3.115	0.935	−8.87	1.25E-05	0.01029
19	*Klf9*	16601	0.816	6.472	8.77	1.37E-05	0.01029
20*	***Klf1***	16596	−1.095	7.140	−8.70	1.45E-05	0.01029
21	*Zim1*	22776	1.597	1.624	8.55	1.66E-05	0.01029
22	*Abcg4*	192663	−0.884	5.372	−8.49	1.76E-05	0.01029
23	*Tspo2*	70026	−1.010	5.864	−8.46	1.80E-05	0.01029
24*	Unc5a	107448	−1.321	3.183	−8.45	1.83E-05	0.01029
25*	***Peg3***	18616	1.748	4.988	8.44	1.84E-05	0.01029
26	*Abca6*	76184	1.576	3.620	8.44	1.84E-05	0.01029
27	*Slc15a2*	57738	1.446	4.194	8.43	1.86E-05	0.01029
28	*Sycp1*	20957	−3.876	−0.345	−8.17	2.37E-05	0.01149
29	*Unc5cl*	76589	−1.527	2.332	−8.16	2.40E-05	0.01149
30	*Myo15*	17910	1.291	2.933	8.09	2.56E-05	0.01149

The top 30 differentially expressed genes in marrow-flushed *Dmp1Cre.Efnb2*^*f/f*^ femora from female 12-week-old mice compared to *Dmp1Cre* controls. Autophagy-associated genes associated are in bold, with *

*Log 2 FC* log 2 fold change, *Avg exprn* average log 2 expression, *FDR* false discovery rate

### High autophagy and mineral in *Efnb2*-deficient osteocytes

To identify whether EphrinB2 deficiency in osteocytes leads to increased autophagy in an independent cell-specific model, we generated *Efnb2*-deficient Ocy454 osteocytes and assessed autophagy levels. Stable *Efnb2* knockdown was confirmed in mature Ocy454 cells at days 11 and 14 (Fig. 5a).

**Fig. 5:**
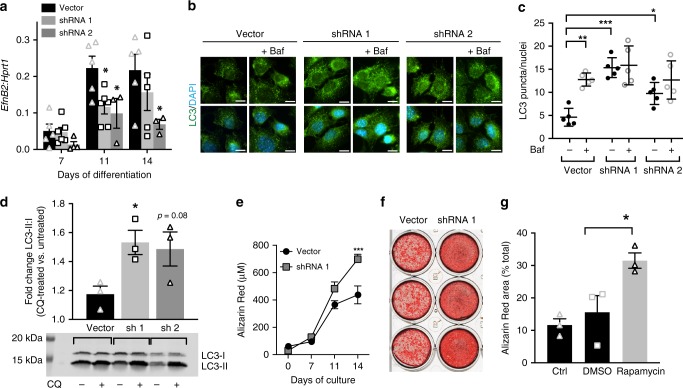
Confirmation of increased autophagy and mineralization in EphrinB2-deficient Ocy454 osteocytes, and effect of autophagy on mineralization. **a** *Efnb2* stable knockdown (short hairpin RNA (shRNA) 1 and shRNA 2) in Ocy454 cells differentiated for 7, 11, and 14 days, mean ± SD, 3–6 replicates, representative of three independent cultures; *p < 0.05 vs. vector by Student’s *t* test. **b**, **c** Autophagosomes (LC3 punctae) in *Efnb2*-deficient Ocy454 cells; bafilomycin (Baf) treatment (50 nM for 2 h) was used to block autophagosome degradation. Data shown are mean ± SD, five replicates, representative of three independent cultures; *p < 0.05; ***p < 0.001 as indicated by one-way analysis of variance (ANOVA). Scale bar = 10 μm **d** Fold change of LC3-II:I ratio in *Efnb2* shRNA knockdown cells treated with chloroquine (CQ) for 4 h compared to basal levels of each shRNA construct. Data are represented as mean ± SEM, three replicates, representative of three independent cultures, *p < 0.05 vs. vector control by one-way ANOVA. **e**, **f** Alizarin Red stain for mineralization in Ocy454 cells with vector or *Efnb2* shRNA 1 knockdown, grown under mineralizing conditions for 14 days. Data shown are mean ± SD, four replicates, representative of three independent cultures; ***p < 0.001 vs. vector by two-way ANOVA; **f** Alizarin Red-stained wells at day 14, showing three replicates. **g** Effect of rapamycin treatment (0.05 nM in dimethyl sulfoxide (DMSO) for 24 h) on Ocy454 cells grown under mineralizing conditions for 6 days. Data shown are mean ± SD, three replicates, representative of two independent cultures; *p < 0.05 vs. DMSO and *p* < 0.01 vs. untreated by one-way ANOVA

Autophagy was measured in these cells by two methods. First, the autophagosome marker LC3 was detected by immunofluorescence. *Efnb2* knockdown cells (both shRNA 1 and shRNA 2) demonstrated significantly more LC3 punctae than vector control cells (Fig. 5b, c), indicating more autophagosomes in these cells at basal conditions. In control cells, as expected, LC3 punctae were elevated with bafilomycin A1, used as an autophagosome degradation inhibitor to detect autophagosome formation^26^ (Fig. 5b, c). In *Efnb2* knockdown cells with bafilomycin A1 treatment, LC3 punctae were not increased further (Fig. 5b, c). This may be because it was not possible to induce a further increase in autophagosome formation; indeed, since *Efnb2* knockdown cells exhibited large accumulated punctae, a further increase would be technically difficult to quantify. Although this method detected more autophagosomes in the basal state in *Efnb2* knockdown cells, it cannot distinguish whether this reflects more autophagosome formation or less autophagosome degradation.

To assess this specifically, we then assessed LC3-I to -II lipidation by Western blot of cells treated with an alternative lysosomal inhibitor, chloroquine. Chloroquine treatment significantly elevated LC3-II:I ratio in both vector and *Efnb2* knockdown cells (Fig. 5d, Supplementary Fig. 4). This effect was amplified in *Efnb2* knockdown cells. EphrinB2-deficient osteocytes therefore form more autophagosomes than vector control cells (Fig. 5d).

To determine whether the increased autophagy is associated with increased mineralization, *Efnb2* knockdown Ocy454 cells were grown for 2 weeks under mineralizing conditions. Cells stably transfected with shRNA 2 did not survive mineralizing conditions, but the cells expressing shRNA 1, like control cells, remained confluent under mineralizing conditions, and showed greater mineralization than vector control cells (Fig. 5e, f). This provides independent evidence that EphrinB2-deficient osteocytes have both a higher basal autophagy level and greater mineralizing capacity than wild-type osteocytes.

To provide proof-of-principle evidence that increasing autophagy can augment secondary mineralization by osteocytes, we tested the effect of the autophagy inducer rapamycin on mineralizing Ocy454 cells. Indeed, Ocy454 mineralization was elevated by 24 h of rapamycin treatment (Fig. 5g). This provides direct evidence that stimulation of autophagy in osteocytes increases mineralization.

### More autophagosomes in *Dmp1Cre.Efnb2*^*f/f*^ osteocytes

We used transmission electron microscopy to assess bone-embedded osteocytes *in situ* from adult *Dmp1Cre.Efnb2*^*f/f*^ mice (Fig. 6). *Dmp1Cre.Efnb2*^*f/f*^ osteocytes were grossly abnormal; their cell bodies were contracted, leaving a large open space within each lacuna (Fig. 6a-c). This was even seen by light microscopy in semi-thin sections, and when quantified throughout the cortical bone, there were significantly more osteocyte lacunae with small or absent osteocyte bodies (mean ± SEM *Dmp1Cre*: 32.6 ± 3.2, *Dmp1Cre.Efnb2*^*f/f*^: 49.6 ± 3.4; *p* = 0.044, by unpaired *t* test, *n* = 4 mice; data from 104 to 127 lacunae counted per sample at eight sites, including both periosteal and endocortical regions).

**Fig. 6:**
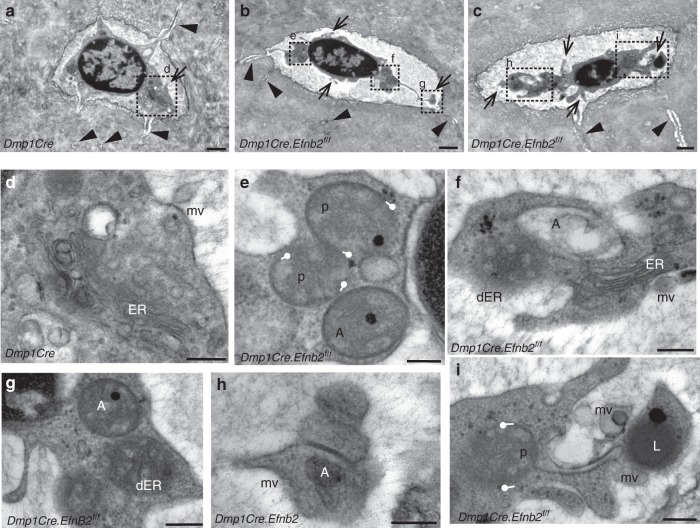
Transmission electron microscopy of bone-embedded osteocytes in *Dmp1Cre* (**a**, **d**) and *Dmp1Cre.Efnb2*^*f/f*^ (**b**, **c**, **e**–**i**) mice. **a**–**c** Low power images, showing typical osteocyte morphology in control *Dmp1Cre* bone (**a**) and in *Dmp1Cre.Efnb2*^*f/f*^ bone (**b**, **c**). *Dmp1Cre.Efnb2*^*f/f*^ osteocytes are grossly abnormal, showing contraction from the lacuna, extensive ruffling, and formation of matrix vesicles (arrows), but normal appearance of dendritic processes within the canaliculi (arrowheads); boxes show regions magnified in **d**–**i**. **d** Cytoplasm of a control *Dmp1Cre* osteocyte, showing a budding matrix vesicle (mv), and endoplasmic reticulum (ER) within the cytoplasm. **e**–**i** Features of *Dmp1Cre.Efnb2*^*f/f*^ osteocytes, including autophagomes (A) and lysosomes (L). Autophagosomes are either fully enclosed (**e**–**h**) or exhibit phagophores (p) in the process of encapsulating their cargo, which has the appearance of degraded ER (**e**, **f**, **i**); phagophores in the process of formation are delineated with white lollipops at the tips of the membrane with sticks facing the direction of the formed membrane. Functioning ER is also observed (**f**), along with unencapsulated degraded ER (dER), and many matrix vesicles (mv) in various stages of budding (**f**–**i**). Scale bars **a**–**c** = 1 μm, **d**–**i** = 250 nm

Although cell bodies were small the *Dmp1Cre.Efnb2*^*f/f*^ osteocytes were clearly viable and active (Fig. 6b, c), and exhibited extensive cell membrane ruffling, with abundant extrusions and matrix vesicles budding from the cell surface; the latter is consistent with EphrinB2-deficient osteocytes actively promoting mineralization in the surrounding matrix. Nuclei also had a higher proportion of condensed chromatin. Although the cell bodies within lacunae showed a striking shape change, dendritic processes appeared normally throughout the bone matrix inside the canaliculi (Fig. 6b, c), and a normal canalicular pattern was observed by silver staining (Supplementary Fig. 1). Within the cytoplasm, consistent with elevated LC3 detection in vitro, *Dmp1Cre.Efnb2*^*f/f*^ osteocytes exhibited abundant autophagosomes at various stages, more than observed in control samples (Fig. 7e–i). This included (1) condensations of degraded endoplasmic reticulum (ER), (2) partially formed autophagosomes (phagophores) actively encapsulating degraded ER cargo, (3) fully formed autophagosomes surrounded by a double membrane, including a single electron-dense region, and (4) lysosomes (Fig. 6i); this provides evidence that the type of autophagy promoted in EphrinB2-deficient osteocytes is ER-phagy. Sometimes, fully formed autophagosomes were observed within the matrix vesicles (Fig. 6h). These degraded ER and autophagosomes were not observed in control cells (Fig. 6a, d); the most similar structure seen in wild-type cells was an occasional rounded mitochondrion with clearly visible cristae and lacking the electron-dense region; usually the mitochondria were not spherical. This indicates high levels of both ER-phagy and matrix vesicle release in *Dmp1Cre.Efnb2*^*f/f*^ osteocytes in situ.

**Fig. 7:**
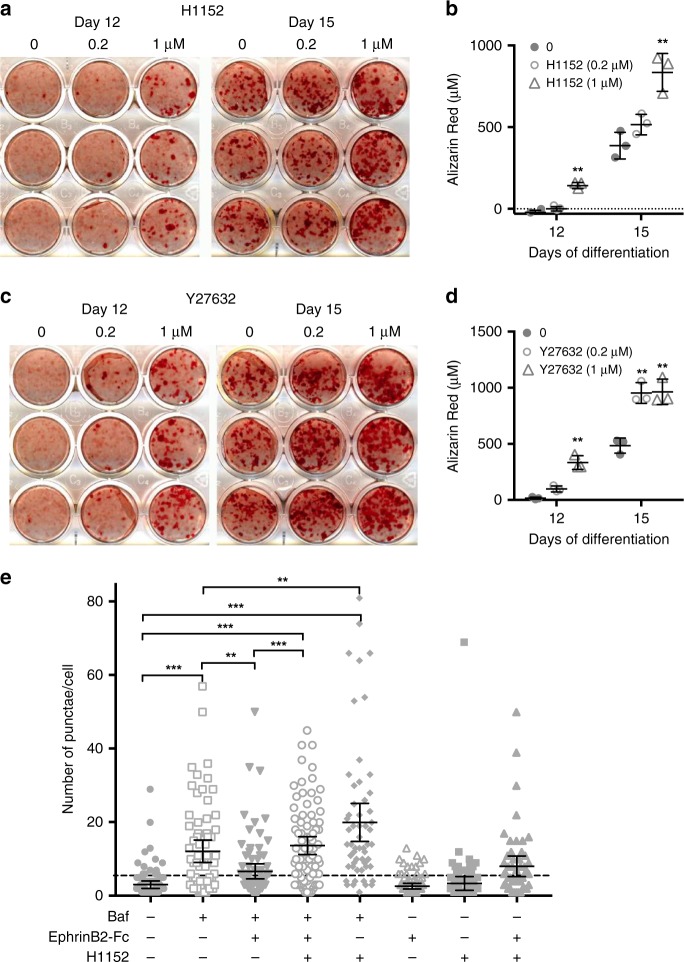
RhoA-ROCK inhibition increases mineralization and EphrinB2 inhibits autophagy through a RhoA-ROCK-dependent mechanism. **a**–**d** Mineralization by Kusa 4b10 cells is enhanced when RhoA-ROCK is inhibited with either H1152 or Y27632. Kusa 4b10 osteocytes were cultured under mineralizing conditions and treated with H1152 (**a**, **b**) or Y27632 (**c**, **d**) at the doses indicated for the duration of the culture. Alizarin Red staining and quantitation is shown. Data are mean ± SD of three replicates from a representative of three independent experiments; **p < 0.01 vs. untreated (0) at same day of differentiation by two-way analysis of variance (ANOVA). **e** Autophagy is suppressed by EphrinB2 in a RhoA-ROCK-dependent manner. LC3 punctae formation in Ocy454 cells, either untreated or treated with bafilomycin A1 (Baf) (50 nM), in the presence and absence of clustered EphrinB2-Fc (1 μg/mL) and H1152 (50 μM) for 1 h. Punctae number per cell from two independent experiments, each performed in duplicate, with 95% confidence interval (CI); ***p < 0.0001; **p < 0.001 for comparisons shown, by one-way ANOVA with correction for multiple comparisons

### EphrinB2 increases osteocyte autophagosomes via RhoA-ROCK

Since EphrinB2 has been reported to signal, at least in part, through RhoA GTPase/ROCK signalling^27^, we next determined whether RhoA inhibition could mimic the effects of EphrinB2 deletion on mineralization. To test this, we used Kusa 4b10 cells, which differentiate into osteocytes^3^, but mineralize at a lower level than Ocy454 cells. In these cells, mineralization was significantly elevated by two RhoA inhibitors, H1152 and Y27632 (Fig. 7a–d). We next investigated whether treatment with clustered EphrinB2-Fc would suppress autophagy, and whether this would be amelioriated by blocking RhoA-ROCK signalling. Neither H1152 nor EphrinB2-Fc, alone or in combination, modified LC3 punctae number without bafilomycin (Fig. 7f). Bafilomycin treatment led to accumulation of LC3 punctae, and EphrinB2-Fc treatment significantly suppressed this (Fig. 7f), confirming less autophagosome formation. This was not observed when EphrinB2-Fc treatment was given with H1152, a RhoA-ROCK pathway inhibitor (Fig. 7f), indicating that EphrinB2 signalling inhibits autophagy through RhoA-ROCK signalling.

## Discussion

This work demonstrates that bone flexibility is maintained, and mineral accrual limited, by EphrinB2 signaling in osteocytes. In EphrinB2 deficiency, autophagy is increased, and although osteoid mineralization is initiated (MAR) at a normal rate, as soon as the process commences, secondary mineral deposition and maturation is accelerated, resulting in a brittle bone phenotype (Fig. 8). The control mechanisms for primary and secondary mineralization are therefore different, and osteocytes within the bone matrix contribute to secondary mineralization. This has major implications for understanding how osteocytes control bone strength.

**Fig. 8:**
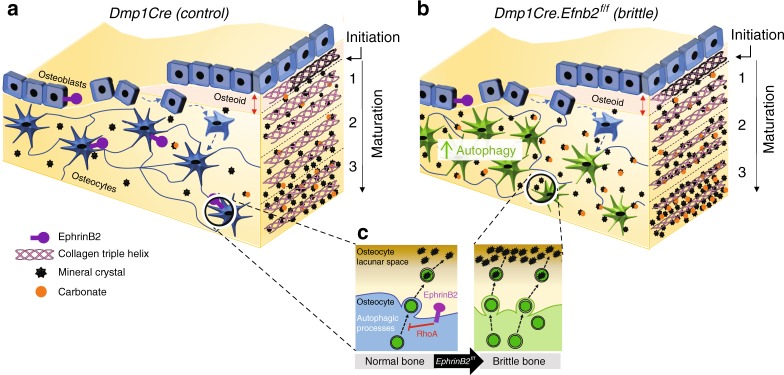
Model of osteocytic EphrinB2 regulation of bone matrix composition. **a** In control bone (*Dmp1Cre*) both osteoblasts and osteocytes express EphrinB2. Osteoblasts reside on the bone surface, and pass through a transition (dashed arrows) to become mature, matrix-embedded osteocytes. Osteoblasts deposit collagen-containing osteoid (triple helical collagen fibers, shown on the right). In region 1 of newly formed bone, mineral deposition is initiated. Mineral crystals (black stars) and carbonate (orange circles) continue to accumulate, and collagen fibers become more compact as the matrix matures in regions 2 and 3. **b** *Dmp1Cre.Efnb2*^*f/f*^ mice express EphrinB2 in osteoblasts, but not osteocytes. *Dmp1Cre.Efnb2*^*f/f*^ osteocytes have increased autophagy (green cells). Osteoid deposition occurs normally, and the initiation of mineralization commences at the same rate, leading to osteoid of the same thickness (red double-headed arrow). As soon as mineralization starts, mineral is deposited in *Dmp1Cre.Efnb2*^*f/f*^ bone at a greater level than control in regions 1, 2, and 3 to reach a level with more mineral, more carbonate substitution, and more compact collagen fibers than controls. Ultimately this leads to more brittle bone. **c** Close-up of the cell membrane in osteocytes in control and *Dmp1Cre.Efnb2*^*f/f*^ bone: we propose that, in control mice, EphrinB2 suppresses autophagic processes and limits matrix vesicle release via RhoA-ROCK signalling. In *Dmp1Cre.Efnb2*^*f/f*^ mice loss of this inhibition leads to a high level of matrix vesicle release, elevated mineralization, and a brittle bone matrix

Bone strength is determined by bone mass, and by bone matrix composition. Bone mass is determined by the balance in activity between bone-forming osteoblasts and bone-resorbing osteoclasts. Bone compositional strength is determined both by collagen content and orientation, and, within the collagen network, by mineral crystal content and nature. Defects in bone compositional strength have been noted to result from defective collagen deposition (as in osteogenesis imperfecta) or delayed mineralization initiation (as in osteomalacia or rickets). In this study, we report a third possible cause of bone fragility: accelerated mineralized bone matrix maturation (secondary mineralization). In brittle *Dmp1Cre.Efnb2*^*f/f*^ bones, mineral:matrix ratio in the first region of mineral deposition was higher than controls. Since there was no difference in MAR (the rate at which osteoid mineralization is initiated), mineralization must proceed more rapidly after initiation: essentially, once mineralization starts, the mineral is deposited into the matrix at higher levels than normal. The normal gradual increase in mineral:matrix ratio, previously described in murine, rabbit, rat, and human cortical bone^13,14,28,29^, was accelerated in the absence of EphrinB2.

This was not the only modification to mineral accumulation. Bone mineral crystals are a modified hydroxyapatite comprising calcium, phosphate, and hydroxyl ions, which can be replaced by fluoride, chloride, or carbonate. As bioapatite matures in the bone, carbonate:mineral ratio increases due to carbonate substitution for phosphate or hydroxyl ions^13,30^. *Dmp1Cre.Efnb2*^*f/f*^ bones also showed a more rapid increase in carbonate incorporation within the bone matrix. Both mineral accrual and carbonate substitution within the mineral are accelerated in the absence of EphrinB2.

A third acceleration in bone matrix maturation was the reduction in the amide I:II ratio in *Dmp1Cre.Efnb2*^*f/f*^ bones. Amide I:II ratio represents peptide bond vibrations within the collagen molecule^31^. Amide I (C = O stretch) and amide II (C-N, N-H bend) molecular vibrations exhibit dichroism perpendicular and parallel to the collagen molecular triple helix axis, respectively. We have previously reported a decline in amide I:II ratio as mineral accumulates during normal bone maturation; this is likely due to increased compaction (or steric hindrance) in the perpendicular direction of the collagen molecule as mineral accumulates^13^. The earlier amide I:II ratio lowering in *Dmp1Cre.Efnb2*^*f/f*^ bone indicates more rapid collagen compaction as matrix mineral accumulates; essentially, the collagen is more compressed. Since the reduction in amide I:II was detected under the 0°, but not the 90°, polarizing filter, this may be specific to those collagen fibers aligned along the length of the bone, rather than those with radial orientation transverse to the bone. This suggests that the altered organization of longitudinal collagen fibers may be a main contributor to the EphrinB2-deficient phenotype, and these fibers may be more important for absorbing mechanical forces along the tibial length.

Another indicator of accelerated bone matrix maturation is the greater osteocyte lacunar density in *Dmp1Cre.Efnb2*^*f/f*^ bone. As osteoid is deposited, some osteoblasts are incorporated into the bone matrix and differentiate into osteocytes. Since osteoid deposition is not accelerated, and mineral appositional rate (initiation of mineralization) is unchanged in *Dmp1Cre.Efnb2*^*f/f*^ bone, the increased osteocyte density may indicate more rapid osteocyte incorporation into the bone matrix. *Dmp1Cre* targets late osteoblasts at the stage where they become embedded within the newly formed osteoid;^32^ the greater density of osteocytes incorporated may promote mineral accumulation and carbonate incorporation in *Dmp1Cre.Efnb2*^*f/f*^ bones, but whether this is secondary to the increased mineralization or is causative is not known and would be difficult to test.

Although this is the first report of a low amide I:II ratio being associated with bone fragility, the cause of the brittle phenotype is likely to be the combination of low amide I:II, and high mineral:matrix and carbonate:mineral. An association of high carbonate with increased bone fragility is consistent with a higher carbonate:mineral ratio in bone specimens from women with postmenopausal osteoporosis^33^ and with greater fracture susceptibility^34^. High mineral:matrix ratio has also been reported in other brittle bone conditions, such as patients with atypical femoral fracture^35^, and murine osteogenesis imperfecta models^36^. In the latter case, it is accompanied by defects in collagen or cartilage content and in osteoblast function, but the present model exhibited no change in osteoblast function.

The processes controlling mineral accumulation in the bone are poorly defined and our data suggest that autophagic processes in the osteocyte contribute. Unbiased RNA-sequencing detected no changes in mRNA for genes known to regulate mineralization. Instead, it identified a number of dysregulated autophagy-associated genes. This led us to further investigations showing elevated autophagosome numbers both in the EphrinB2 knockdown osteocyte cell line, and in *Dmp1Cre.Efnb2*^*f/f*^ osteocytes.

Autophagy is a group of lysosome-based recycling and secretory processes contributing to diverse cellular functions, such as adaptation to starvation, quality control of intracellular processes, protein secretion, and elimination of intracellular microbes^37^. Autophagy can be broadly categorized into two classes, canonical degradative macro-autophagy, which involves *Atg* proteins, and micro-autophagy (including mitophagy and ER-phagy), which can be *Atg*-independent. While exploration of autophagy in osteocytes is in its infancy, previous work demonstrated that autophagy increases during osteoblast differentiation^38^, and mice with osteoblast lineage or osteocytic deletion of either *Atg5* or *Atg7* have reduced autophagy and osteoblast numbers^38–40^. In our *Dmp1Cre.Efnb2*^*f/f*^ mice osteoblast numbers were not altered, indicating that the autophagic processes modified in EphrinB2-deficient osteocytes do not change their signals that control osteoblast differentiation. Furthermore mRNA levels of *Atg* family members were not changed in *Dmp1Cre.Efnb2*^*f/f*^ bones, suggesting that EphrinB2 deficiency does not modify canonical degradative macro-autophagy. Indeed, the top genes dysregulated in the EphrinB2-deficient bones have been associated specifically with a subset of autophagic processes, including mitophagy (degradation of mitochondria) and ER-phagy (micro-autophagic degradation of the ER), as follows: *Fam134b*^16^, *Fbxo32*^17^, *Lama2*^18^, *Bnip3*^19^, *Trim63*^20^, *Peg3*^21^, *Eps8l1*^22^, *Klf1*^23^, *Tspo2*^24^, and *Unc5a*^25^. The abundant autophagosomes containing degraded ER in osteocytes of *Dmp1Cre.Efnb2*^*f/f*^ mice is consistent with up-regulated ER-phagy, an *Atg*-independent process^41^. When we used rapamycin as a broad-acting stimulus of autophagy, mineralization by osteocytes was increased, providing proof of principle that stimulating autophagy can stimulate mineralization by osteocytes. Whether rapamycin treatment in vivo would increase bone stiffness by stimulating mineralization is not known, and effects on other cell types are likely to mask such action. We recently tested rapamycin treatment in wild type mice and in the α2(I)‐G610C model of osteogenesis imperfecta^42^. Although rapamycin increased trabecular bone mass, such treatment also reduced cortical bone growth, thereby reducing bone strength^42^. An increase in mineralization of bone deposited during the rapamycin treatment period may have also played a part in weakening the bone structure. Whether ER-phagy is directly involved in mineral release remains to be tested, and will require the development of ER-phagy-specific modulators.

The process of mineral incorporation within the extracellular matrix is not well understood, and remains highly controversial. The process involves matrix vesicles, which are extracellular membrane-enclosed vesicles released by budding from cells at the site of mineralization^43^, as seen in the *Dmp1Cre.Efnb2*^*f/f*^ osteocytes. Matrix vesicles were originally reported to lack mineral, and to accumulate poorly crystalline mineral only after their expulsion from the cell and immobilization in the collagen matrix^43^. The amorphous mineral formed is subsequently nucleated (to ordered crystals) in a process driven by contact with collagen, and by secreted nucleators^44,45^. In contrast, a recent in vitro study reported calcium phosphate crystals within intracellular vesicles of osteoblast-like cells, and suggested that these are released as mineral-containing matrix vesicles^46^. Nollet et al.^38^ also suggested that osteoblasts could use autophagosomes as vehicles for apatite crystal secretion into the extracellular space via exocytosis (i.e., secretory autophagy), and observed minerals within autophagosomes in cultured osteosarcoma cells^38^. Whether osteocyte-derived matrix vesicles that mediate secondary mineralization are distinct from those released by osteoblasts is not known, nor is it known yet whether matrix vesicles from EphrinB2-deficient osteocytes differ from wild type in their mineral content or interaction with the collagen matrix. This would require study of cultured osteocytes within a mineralized collagen substrate, or assessment of mineral content within autophagosomes in bone samples. Methods for culturing osteocytes within a mineralized collagen substrate are not yet developed, and due to the high mineral content of adult murine bone, decalcification was required for TEM imaging of the bone specimens we studied; this question therefore remains unresolved.

EphrinB2 has been previously reported to activate RhoA-ROCK signalling in melanoma cells^27^. Our data indicate that EphrinB2 suppresses autophagy in osteocytes, at least in part, through a RhoA-ROCK-dependent pathway. Since RhoA-ROCK inhibition both prevented the effects of EphrinB2-Fc on autophagy and stimulated mineralization, this is likely to be at least one pathway through which EphrinB2 limits mineralization and autophagy. Whether RhoA-ROCK inhibition in osteocytes would stimulate mineralization in vivo is not known; investigating this in future would require a targeted approach, since RhoA-ROCK signalling stimulates osteoblast commitment^47^ and is required for osteoblast survival^48^.

A comparison of this mouse model with our earlier model lacking EphrinB2 throughout the osteoblast lineage provides new information about the specific stages of osteoblast/osteocyte differentiation and their roles in bone mineralization. That model (*OsxCre.Efnb2*^*f/f*^) did not exhibit brittle bone, but had more elastic bones because primary mineralization initiation was delayed^11^. This indicated that the stage of osteoblast differentiation at which primary mineralization is initiated is beyond the EphrinB2:EphB4 osteoblast differentiation checkpoint. In *Dmp1Cre.Efnb2*^*f/f*^ mice, osteoblasts survive past the checkpoint at which anti-apoptotic EphrinB2 action is required; this allowed us to define an action for EphrinB2 later in osteoblast differentiation. Normal initiation of mineralization in *Dmp1Cre.Efnb2*^*f/f*^ bone indicates that the stage of osteoblast differentiation controlling this process is not only after the EphrinB2:EphB4 checkpoint but also before the stage of *Dmp1Cre* expression. In contrast, after *Dmp1Cre* is expressed, osteocytes do not control mineralization initiation, but control the rate at which minerals accumulate (Fig. 8). Since exogenous PTH and endogenous PTHrP promote EphrinB2 expression in both osteoblasts^9^ and osteocytes, they may both promote initiation of osteoid mineralization and restrain mineral accrual. While there is no evidence for altered mineral accrual with PTH pharmacological administration^13^, the reduced material strength of mice with osteocyte-specific PTHrP deletion^49^ suggests that PTHrP may regulate physiological mineral accrual through EphrinB2-dependent actions to suppress autophagy in the osteocyte.

These findings have implications for other cell types and organ systems. EphrinB2 in odontoblasts, which are closely related cells to osteoblasts and osteocytes^50^, may control mineralization in teeth. EphrinB2 in hypertrophic growth plate chondrocytes may control cartilage mineralization during endochondral ossification; this may contribute to the cartilage accumulation in neonate *Osx1Cre.Efnb2*^*f/f*^ mice^51^. Pathological mineralization, such as that in heterotopic ossification after trauma^52^, and vascular or renal calcification^53^ may also be limited by EphrinB2, since it is expressed in muscle, blood vessels, and kidney.

Sex differences in bone structure, strength, and remodeling exist in all mammalian species, including humans and mice^54,55^, and it is common for genetically altered mice to exhibit sex-specific phenotypes^56–58^. Both the strength defect and the highly mineralized bone of *Dmp1Cre.Efnb2*^*f/f*^ mice detected here was only observed in female mice. Our earlier work using *Osx1Cre* to initiate EphrinB2 deletion earlier in the osteoblast lineage also resulted in a female-specific phenotype^11^. However, there is no evidence for direct regulation of *Efnb2* in Ocy454 cells by either estradiol or testosterone. We suggest that changes in bone matrix composition may play a more significant role in determining bone strength in female bones because they have higher mineral content and more rapid bone remodeling than male bones^58,59^.

In conclusion, EphrinB2 is required to limit autophagosome numbers in osteocytes, and to prevent formation of brittle bone. Osteocytic EphrinB2 limits autophagy through RhoA, and this may be responsible for limiting mineral accumulation and carbonate substitution within the bioapatite matrix and restraining collagen fiber compaction (Fig. 8). The EphrinB2-deficient mouse model indicates that such a mechanism can regulate bone strength independently of both bone size and osteoblast and osteoclast activities, and implies that autophagic processes within the osteocytes may modify bone quality by regulating mineral secretion.

## Methods

### Cell culture

Ocy454 cells were cultured in α-modified Eagle’s medium (α-MEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin–amphotericin B (PSA) and Glutamax^60^. Cells were maintained in permissive conditions (33 °C) and differentiated to osteocytes at 37 °C^60^. Ocy454 cells were plated at 2.5 × 10^5^ cells per well in six-well plates. Cells were grown at the permissive temperature (33 °C) for 3 days prior to transferring to 37 °C for differentiation. To study *Efnb2* mRNA regulation by PTH and PTHrP, Ocy454 cells at day 14 of differentiation were serum depleted overnight in α-MEM supplemented with 1% FBS and 1% PSA and Glutamax. Cells were then treated with human PTH(1–34) (Bachem) (10 nM) or human PTHrP(1–141)^61^ (10 nM) for 6 h. After 6 h, cells were washed with phosphate-buffered saline (PBS) and RNA samples were collected as described below. Undifferentiated Ocy454 cells were infected with *Pthlh* knockdown virus^6^, selected with puromycin (5 μg/mL), and then cultured at permissive temperature (33 °C) before transfer to 37 °C for differentiation. Cells were assessed by quantitative real-time PCR (qRT-PCR) at day 0, 7, and 14^6^. Rapamycin (0.05 nM, Sigma) was administered to Ocy454 cells for 24 h after 6 days of differentiation in mineralizing media such that mineralization had commenced at the time of treatment. Dimethyl sulfoxide at the same volume was used as a negative control. Cells were stained with Alizarin Red (Sigma). Since folding of the cell layer occurred at the edge of the wells and trapped Alizarin Red stain, mineralization was quantified using areal thresholding in a circular region (avoiding the folded areas) with ImageJ; values are expressed as the percentage of the area measured^62^.

Kusa 4b10 cells, a murine stromal cell line, capable of osteocyte differentiation^63^, were differentiated in mineralizing media (α-MEM with 15% heat-inactivated FBS, 50 μg/mL ascorbate, and 5mM β-glycerophosphate), and then treated with H1152 or Y27362 (0.2 and 1 μM) with each media change until days 12 or 15, at which point cells were fixed and stained with Alizarin Red (Sigma), which was solubilized and quantified against a standard curve^9^.

### qRT-PCR analysis

RNA was extracted from cultured cells by RNA extraction kits with On-Column DNase digestion (Qiagen, Limburg, The Netherlands) or TriSure reagent (Bioline, London, UK). Extracted RNA was DNase treated with Ambion TURBO DNA-free Kit (Life Technologies) and quantified on a NanoDrop ND1000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Complementary DNA (cDNA) was synthesized from total RNA with AffinityScript cDNA Synthesis Kits (Agilent Technologies, Santa Clara, CA, USA). Gene expression for PTH- and PTHrP-treated Ocy454 cells were quantified on a Stratagene Mx3000P QPCR System (Agilent) with SYBR Select Master Mix (Applied Biosystems) with primers specific to *Efnb2*: forward 5′-GTGCCAGACAAGAGCCATGAA-3′ and reverse 5′’-GGTGCTAGAACCTGGATTTGG-3′^9^. Gene expression for *Pthlh* knockdown cells was analyzed using the Multiplex SensiMix II Probe Kits (Bioline, London, UK) with primers specific to *Efnb2*^10^. Gene expression levels were normalized to hypoxanthine phosphoribosyltransferase 1 (*Hprt1*) expression^10^. Relative expression was quantified using the comparative CT method (2^−(Gene Ct – Normalizer Ct)^).

### Mice

Dmp1Cre mice (Tg(Dmp1Cre)^1J*qfe*^) (using the DMP1 10-kb promoter region) were obtained from Lynda Bonewald (University of Kansas, Kansas City, KS, USA)^32^ and EphrinB2-floxed (Efnb2^tm1And^) mice were obtained from David J. Anderson (Howard Hughes Medical Institute, California Institute of Technology, Pasadena, CA, USA);^64^ all were backcrossed onto C57BL/6 background. Mice hemizygous for Dmp1Cre were crossed with Efnb2^f/f^ mice to generate Dmp1Cre.Efnb2^f/w^ breeders, which were used to generate Dmp1Cre.Efnb2^f/f^ mice and Dmp1Cre.Efnb2^w/w^ (Dmp1Cre) littermates or cousins; the latter were used as controls for all experiments. Bone samples were collected at 6 and 12 weeks of age. Calcein (20 mg/kg) was administered by intraperitoneal injection 7 and 2 days before, and mice were fasted for 12 h prior to collection of tibiae and femora from male and female mice; sample numbers were chosen based on previous studies using adult genetically altered mice with alterations in bone mass and strength^56^. All animal procedures were conducted with approval from the St. Vincent’s Health Melbourne Animal Ethics Committee. All animals were assigned numbers at the time of birth, and all animal procedures were conducted without the knowledge of the genotype of the mice (blinded). At tissue collection, all samples were allocated a second non-identifying number and all further analyses were conducted in a blinded fashion and in random order, but no formal randomization procedure was used.

### Confirmation of *Efnb2* mRNA targeting in osteocytes

To confirm specific targeting of *Efnb2* mRNA in osteocytes, *Dmp1Cre.Efnb2*^*f/f*^ mice were crossed with (Tg(Dmp1-Topaz)^1Ikal^) mice obtained from Dr. Ivo Kalajzic, University of Connecticut Health Science Center^65^ to allow GFP labelling of osteocytes and their purification by FACS^66^. Osteocytes from 6-week-old *Dmp1Cre.Dmp1-GFP-Tg.Efnb2*^*w/w*^ and *Dmp1Cre.Dmp1-GFP-Tg.Efnb2*^*f/f*^ mice were isolated from marrow-flushed long bones by seven sequential 15-min digestions in 2 mg/mL dispase (Gibco, Grand Island, NY, USA) and 1 mg/mL collagenase type II (Worthington, Lakewood, NJ, USA). Fractions 2–7 were collected, pooled, and resuspended in α-MEM (Gibco, Grand Island, NY, USA) containing 10% FBS and centrifuged at 400 × *g* for 5 min. Pellets were resuspended in FACS buffer before cell sorting. Prior to sorting, dead cells and debris were removed based on side scatter (SSC) area and forward scatter (FSC) area, and doublets were excluded based both on SSC width (W) vs. SSC height (H) and on FSC-W vs. FSC-H. Cells were sorted with excitation 488 nm and 530/30- or 530/40-emission filter for GFP on a BD FACS Influx cell sorter (BD Biosciences, Scoresby, Australia). RNA was extracted using Isolate II Micro RNA Kit (Bioline, London, UK). cDNA was prepared using a Superscript III Kit (Thermo Fisher, Scoresby, Australia). Gene expression levels of *Efnb2* were measured using primers directed to the genetically targeted region^11^ normalized to β2 microglobulin (*B2m*) and hydroxymethylbilane synthase (*Hmbs*) or to *Hprt1* using primers listed in Supplementary Table 7.

### Three-point bending and RPI

Structural and material strength were analyzed in femora from male and female 12-week-old mice by three-point bending^56^. Load was applied in the anterior–posterior direction of the femoral mid-shaft between two supports that were 6.0 mm apart. Load–displacement curves were recorded at a crosshead speed of 1.0 mm/s using an Instron 5564A dual column material testing system, and Bluehill 2 software (Instron, Norwood, MA, USA). Ultimate force, ultimate deformation, post-yield deformation, and energy absorbed to failure were measured from the load–displacement curves. Cortical dimensions including anteroposterior (AP) and mediolateral (ML) widths were measured at the cortical mid-shaft by micro-computed tomography (microCT). Moment of inertia was calculated based on AP, ML, and cortical thickness^6^. The material properties, corrected for geometry, were calculated for each bone to obtain ultimate stress, ultimate strain, and toughness^56^.

Local bone material properties were examined by RPI at the femoral mid-shaft with a BP2 probe assembly apparatus (Biodent Hfc; Active Life Scientific Inc., Santa Barbara, CA, USA)^56^. A 2 N maximum indentation force was achieved by manually applying a 300 g reference force to femora. Five measurements were taken per sample using a 2 N, 10-cycle indentation protocol. Pre- and post-experiment measurements were taken on a polymerized methyl methacrylate (MMA) block to ensure that probe assembly was not affected during testing. Indentation distance increase was measured as the indentation distance in the last cycle relative to the first cycle.

### Hydroxyproline assay in hydrolyzed bone samples

Following mechanical testing, all fragments of the broken femora were flushed of marrow, hydrolyzed, and used for hydroxyproline assay to measure the collagen content^31^. Femoral samples were cut with scissors at the mid-diaphysis and the distal half of the femur was flushed of marrow. The bone was weighed before and after dehydration in a 37 °C incubator for 1 h. Each sample was hydrolyzed by incubation overnight at 120 °C in 1 mL of 5 M HCl per 20mg of bone. Fifty microliters of each sample was used, and six serial dilutions of the hydroxyproline standard (1 mg/mL) were used to generate a standard curve. Fifty microliters of chloramine T (Sigma-Aldrich) was added to each reaction and incubated at room temperature for 25 min. Five hundred microliters of Ehrlich’s Reagent (dimethyl-amino-benzaldehyde (Sigma-Aldrich), *n-*propanol (99%, Sigma-Aldrich), perchloric acid (70%, AnalAR)) was added to each reaction and incubated at 65 °C for at least 10 min. One hundred microliters of each reaction was pipetted into a 96-well plate and absorbance was measured using a POLARstar plate reader at 550 nm and interpolated on the standard curve^67^.

### Histomorphometry

Tibiae and femora from 12-week-old female mice were fixed in 4% paraformaldehyde, and embedded in MMA. To image the osteocyte network, contralateral tibiae were decalcified in EDTA, embedded in paraffin, sectioned, and stained with Ploton silver stain^10^. Histomorphometry was conducted on MMA-embedded samples with periosteal parameters measured on the tibial medial mid-shaft (1500 µm from the base of the growth plate)^68^ and trabecular parameters were measured in the secondary spongiosa, commencing 370 µm below the growth plate, in a 1110 µm^2^ region in the proximal tibia^68^ (Osteomeasure; Osteometrics, Atlanta, GA, USA).

### Backscatter electron microscopy

Polarized light microscopy and backscatter electron microscopy (BSEM) were performed on 100-µm-thick transverse sections from the methacrylate-embedded femoral mid-shaft cut with a water-cooled Isomet Saw (Buehler, Lake Bluff, IL, USA). Irregular fiber orientation was measured as woven bone, and well-aligned fiber orientation was measured as lamellar bone using the Osteomeasure system (Osteometrics, Decatur, GA, USA)^56^. Gray-level images of mineralized cortical bone were acquired by BSEM to identify osteocyte lacunae on both anterior and posterior sides of the femur at ×500 magnification (~600 μm in length) using an FEI Quanta FEG 200 solid-state backscattered scanning electron microscope. Imaging was performed at low vacuum using water at a 9.8 mm working distance. Lacunae were quantified using MetaMorph (v.7.8.3.0; Molecular Devices, Sunnyvale, CA, USA) by establishing an inclusive threshold for dark objects to distinguish bone from background. Integrated morphometry analysis (IMA) was applied with a 2.43–24.31 μm^2^ filter for lacunar area, to exclude cracks and blood vessels. Thresholded bone area, total lacunar area, osteocyte lacunar size, size of the largest 20% of osteocyte lacunae, and osteocyte lacunar density were measured. The osteocyte lacuno-canalicular network was examined by Ploton silver staining^69^ of paraffin-embedded tibiae.

### Micro-computed tomography

MicroCT was performed on femora using the SkyScan 1076 System (Bruker-microCT, Kontich, Belgium). Images were acquired using the following settings: 9 µm voxel resolution, 0.5 mm aluminum filter, 50 kV voltage, and 100 µA current, 2600 ms exposure time, rotation 0.5°, frame averaging = 1. Images were reconstructed and analyzed using NRecon (version 1.6.9.8), Dataviewer (version 1.4.4), and CT Analyzer (version 1.11.8.0). The femoral trabecular analysis region of interest (ROI) was determined by identifying the distal end of the femur and calculating 10% of the total femur length towards the mid-shaft, where an ROI of 15% of the total femur length was analyzed. Bone structure was measured using adaptive thresholding (mean of min and max values) in CT analyzer. Cortical analyses were performed in a region of 15% of the femoral length commencing from 30% proximal to the distal end of the femur and extending toward the femoral mid-shaft. The lower thresholds used for trabecular and cortical analysis were equivalent to 0.20 and 0.642 g/mm^3^ calcium hydroxyapatite (CaHA), respectively. Ct.TMD was analyzed in the same cortical ROI, as described above. TMD calibration was performed using two phantom rods with concentrations of CaHA of 0.25 and 0.75 g/cm^3^, scanned under the same conditions and settings as the samples.

### Synchrotron FTIR microspectroscopy

sFTIRM was used to examine bone composition at the cortical diaphysis in 3 μm longitudinal sections of MMA-embedded tibiae. Sections were imaged using a Bruker Hyperion 2000 IR microscope coupled to a V80v FTIR spectrometer located at the IR Microspectroscopy beamline at the Australian Synchrotron^13^. Sections were placed on 22 mm diameter × 0.5 mm polished barium fluoride (BaF_2_) windows (Crystan Limited, UK). The microscope video camera was used to image the cortical diaphysis (1.5 mm from the base of the growth plate), at the same location used for histomorphometric measurements of periosteal mineral apposition (Fig. 5a). This location is ideal for assessing mineral apposition on a formation surface, without any prior remodeling because mouse bone lacks intracortical Haversian systems. sFTIRM mapping was performed with the synchrotron source, with a 15 × 15 μm aperture. Spectra were collected from three regions progressing perpendicularly into the cortex, with the first positioned at the periosteal edge (Fig. 5a). Spectra were collected in the mid-infrared (IR) region from 750 to 3850 cm^−1^ using a narrowband mercury cadmium telluride detector, at 8 cm^−1^ spectral resolution and 128 co-added scans per pixel spectral resolution in transmission mode. A matching background spectrum was collected through clear BaF2. For each sample, MMA reference spectra were collected within the embedding material. All data acquisition was undertaken with Bruker OPUS version 6.5 and data analysis used OPUS version 7.2.

After acquisition, raw spectra for each region and sample were baseline corrected using a three-point baseline at 1800, 1200, and 800 cm^−1^. Residual MMA absorbance peaks were then subtracted using the relevant MMA reference spectrum for each sample by iterative manual subtraction. A residual 1730 cm^−1^ MMA band remained after MMA subtraction, which was not used for analysis. Spectroscopic parameters calculated were integrated peaks areas of the following bands: phosphate (1180–916 cm^−1^), amide I (1588–1712 cm^−1^) and II (1600–1500 cm^−1^), and carbonate (890–852 cm^−1^). Ratios were calculated as follows: mineral:matrix ratio (1180–916 cm^−1^/588–1712 cm^−1^), carbonate:phosphate ratio (1180–916 cm^−1^/890–852 cm^−1^) ratio and amide I:II ratio (1588–1712 cm^−1^/1600–1500 cm^−1^)^70^. Collagen crosslinking was determined by spectral curve fitting of the amide I and amide II peaks using Grams/AI (Version 9.2, Thermo Scientific, USA).  The second derivative of each peak was used to estimate subpeak positions at ~1660 and 1690 cm^−1^.

### Polarized light FTIR imaging

To assess collagen compaction by a second method, pFTIRI was applied to the same 3 μm tibial sections at the analysis region used for sFTIRM. Larger regions were imaged using a 340 × 340 μm aperture on either side of the 1500 μm mid-point. Tissue sections were scanned using a Hyperion 3000 spectral imaging system equipped with a Vertex-70 spectrometer (Bruker, Germany), a liquid-N2-cooled focal plane array (FPA: 128 × 128 elements; 40 ×4 0μm each) detector and a Globar source. The FPA detector was continuously maintained at liquid-N2 temperature by an automated refilling system (Norhof LN2 cooling system #606; Maarssen, The Netherlands). The microscope and spectrometer were also continuously N2 purged and an insulation box protected the sample stage from ambient air. For all FTIR image acquisitions, a ×15 magnification level and condenser were used. High-resolution FTIR images were obtained for microscopic analysis of tissue sections; 200 scans and an 8 cm^−1^ spectral resolution were used for image acquisition (140 ms FPA detector exposure per scan; spectral range = 3800–900 cm^−1^). All FTIR images had an individual pixel dimension of 2.6 × 2.6 μm, thus at ~*λ*/2 for the mid-IR spectral interval. All IR images were obtained in transmission mode. The images were obtained from sub-routines of the Opus 7.5 software (Bruker-Optics, France). To quantify region-specific changes in amide I:II, the diaphyseal cortex was divided into three equal parts: periosteal, central, and endosteal ROIs. Average spectra were extracted from each region, baselined and MMA-subtracted, as above, but using CytoSpec 1.4.0.3 (Bruker). Integrations for the amide I and II peaks were: amide I (1590–1730 cm^−1^) and amide II (921–1190 cm^−1^). Since collagen is by far the major protein component of bone, we interpreted the amide I:II ratio as peptide bond vibrations of the collagen molecule. The amide I (C = O stretch) and amide II (C-N, N-H bend) molecular vibrations exhibit dichroism perpendicular and parallel to the collagen molecular triple helix axis, respectively^15,31^. The FTIR microscope was coupled with two polarizing filters to measure molecular orientation of collagen fibers relative to the plane of the tissue section. The 0° polarizing filter was used to measure bonds in plane (parallel to the section). The 90° polarizing filter was used to measure bonds out of plane (perpendicular to the section). This allowed quantification of collagen fibers aligned in different directions through the diaphyseal cortex.

### RNA-sequencing

RNA samples were collected from flushed femora of 12-week-old female *Dmp1Cre.Efnb2*^*f/f*^ and cousin-bred control mice. Samples were collected on two occasions: on day 1, two *Dmp1Cre.Efnb2*^*f/f*^ and three control samples were collected, while on day 2, one sample of each genotype was collected. Bones were snap frozen in liquid nitrogen, and then homogenized in QIAzol lysis reagent with a Polytron PTA 20S homogenizer at 4 °C prior to RNA extraction with a RNeasy Lipid Minikit (Qiagen). RNA-sequencing was conducted on an Illumina HiSeq at the Australian Genome Research Facility to produce 100 bp paired-end reads. Reads were mapped to the mouse genome (mm10) using Rsubread^71^. Read counts were obtained using featureCounts and Rsubread’s inbuilt mm10 annotation^72^. Gene annotation was obtained from the NCBI gene information file (downloaded 4 October 2016). Statistical analysis used the limma software package^73^. Genes were retained in the analysis if they achieved at least 0.65 read counts per million (cpm) in at least three samples. Immunoglobulin gene segments, ribosomal genes, predicted and pseudo genes, sex-linked genes (Y chromosome and Xist), and obsolete Entrez Gene IDs were filtered out. Quantile normalization was applied and read counts were transformed to log 2 cpm. Linear models were used to test for expression differences between deficient vs. control samples. The day of sample collection was included in the linear model as a blocking factor. 

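Neither the paper's text nor the labels name the day of each library, so the study's limma pipeline was run with each of the 12 ways in which 1 mouse of each genotype could be the pair of the second day. In 3 of the 12, 0 genes passed an adjusted p-value of 0.05, with 1060, 744 and 2123 genes at an unadjusted p-value under 0.05, and in 5 of the 12 at least 1000 did. One of the 3, replicate 2 of Dmp1Cre.Efnb2f/f with control 1, gave 1832 genes higher and 2203 lower at a prior count of 3 in place of 2, and the weights converged at neither. Neither prior count was set in advance, and 2 was taken after a first run with 3 had been seen. The weights converged in none of the 3 fits with 0 genes. Where they converged, at a prior count of 2, the numbers ran from 1 gene higher and 5 lower to 1399 higher and 1550 lower. The largest number, 2214 genes higher and 2715 lower, came without convergence, with replicate 3 of Dmp1Cre.Efnb2f/f and control 4 as that pair. With them, all 30 genes of Table 1, 6 of the mineralization genes and 7 of the Atg genes passed. These mice carry the last sample numbers. That order matches the paper's numbers of mice per day but does not state the day. With replicate 3 of Dmp1Cre.Efnb2f/f and control 1 there were 906 higher and 1082 lower, and with replicate 1 and control 2 there were 1399 higher and 1550 lower. All 30 genes of Table 1 passed in 4 of the 12. With edgeR and a day block, 0 genes passed except with replicate 3 of Dmp1Cre.Efnb2f/f and control 4, where 0 were higher and 1 was lower. The day was not inferred from these numbers of genes or from the order of the samples.

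**Figure D4:**
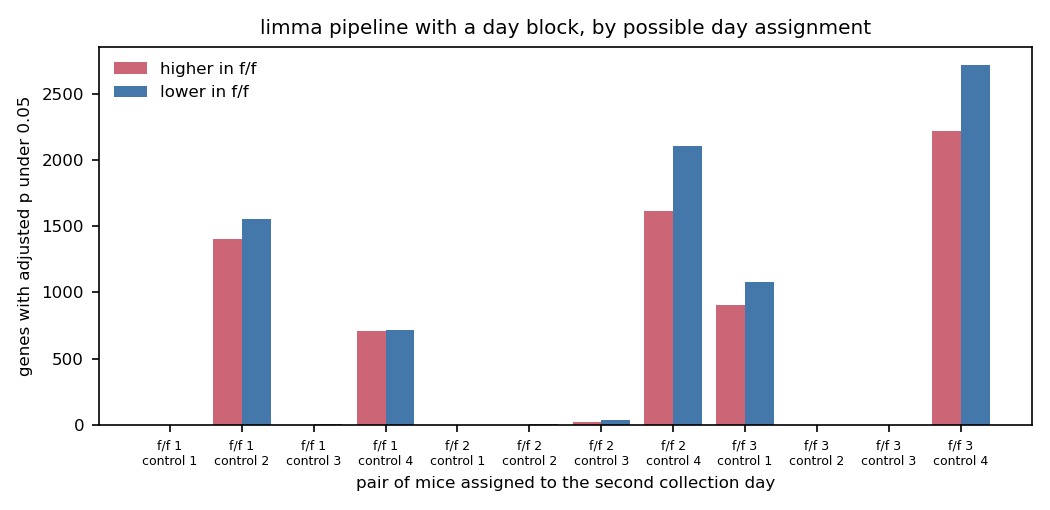
Number of genes with an adjusted p-value under 0.05 from the study's limma pipeline with a day block, for each pair of mice that could have been collected on the second day; bars show genes higher and lower in the libraries labelled Dmp1Cre.Efnb2f/f (f/f). The numbers run from 0 to 2715. In 7 of the 12 fits the weights did not converge, among them those with the lowest and the highest numbers.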

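Sample quality weights give a library that lies far from its group's fit less say in the test. The paper's text does not name the method that estimated them, and limma's automatic choice was used here unless stated. Without a day block, the highest of the 7 weights was 43.4 times the lowest. Over the 12 possible day assignments this ratio ran from 6.93 to 240.3, and in 7 of the 12 the estimate of the weights did not converge. With the weights left out and no day block, the limma pipeline called 0 genes higher and 0 lower, with 1603 genes at an unadjusted p-value under 0.05. With the weights left out and a day block, 1 of the 12 assignments gave any gene past the threshold. With weights estimated gene by gene, chosen after seeing the values, and a day block, the numbers ran from 0 to 845 genes higher and from 0 to 1106 lower.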

Empirical sample quality weights were estimated^74^. Differential expression between the genotypes was assessed using empirical Bayes moderated *t* statistics allowing for an abundance trend in the standard errors and for robust estimation of the Bayesian hyperparameters^75^. The Benjamini and Hochberg method was used to adjust the *p* values so as to control the false discovery rate.

### Knockdown of EphrinB2 in Ocy454 cells

Two shRNA constructs were used to knock down EphrinB2: shRNA 1 (5′-CGG-GTG-TTA-CAG-TAG-CCT-TAT-3′) and shRNA 2 (5′-CAG-ATT-GTG-TAC-ATA-GAG-CAA-T-3′), both obtained from Sigma-Aldrich (St. Louis, MO, USA). shRNA were cloned into the PLKO lentiviral vector^6^ and infected by retrovirus into undifferentiated Ocy454 cells. Infected cells were selected with puromycin (5 µg/mL) and cultured at permissive temperature (33 °C) before transfer to 37 °C for differentiation. Knockdown was validated by qRT-PCR using multiplex primers, as above.

### Analysis of autophagy and mineralization in Ocy454 cells

To assess LC3 puncta formation, undifferentiated Ocy454 (vector and EphrinB2-deficient) cells were grown on 22 × 22 mm^2^ glass coverslips in a 24-well plate as above with Dulbecco’s modified Eagle’s medium (DMEM). When cells reached 70% confluency, they were treated for 2 h with bafilomycin A1 (50 nM, Enzo, BML-CM110), or remained in media. Following this cells were washed twice in PBS, fixed with 3.7% paraformaldehyde, and then quenched with DMEM/HEPES (pH 7.0). They were washed in PBS and then permeabilized with 0.2% NP-40 for 30 min. Later the cells were washed with PBS/1% bovine serum albumin (BSA) twice and then left in the same solution at room temperature on a shaker for 15 min. Theys were incubated in LC3 primary antibody (MBL, M152-3) diluted 1:500 in PBS/BSA for 1 h at 37 °C. They were then washed 3 × 10 min in PBS/BSA on a shaker, followed by incubation of secondary antibody (Invitrogen AlexaFluor 488 goat anti-mouse A21121) diluted in PBS/BSA (1:500) for 30 min at room temperature in the dark. Cells were then washed 3 × 10 min in PBS/BSA before mounting on glass slides using ProLongTM Gold antifade reagent with DAPI (Invitrogen P36935). In Ocy454 *Efnb2* knockdown cells, imaging was peformed at ×60 magnification and LC3 puncta were manually counted in five images, containing approximately 15 cells per group; the average per image is reported.

To assess effects of EphrinB2-Fc, EphrinB2-Fc was clustered with immunoglobulin G (IgG) prior to administration for 1 h^10^ in the presence or absence of bafilomycin A1, or H1152 (Sigma). We developed an automated method to quantify punctae. Z-stack images were obtained through the full height of the cell layer. Green channel images were Z-projected to gain an overlap of all Z-stack layers, so that all punctae appearing throughout the cell were counted. Channels were split using ImageJ (version 1.48v, National Institutes of Health) and a lower intensity threshold of 40 was used to eliminate non-specific background binding. Cells were manually delineated and punctae with integrated intensity 15–255 were automatically detected and counted in each cell using IMA on MetaMorph (version 7.8.6.0, Molecular Devices); four images were analyzed for each condition in each experiment.

To test the level of autophagy in osteocytes lacking *Efnb2*, Ocy454 cells with *Efnb2* shRNA knockdown and vector controls were differentiated for 11 days and treated with chloroquine (40 µm), a lysosomal degradation inhibitor, for 4 h. Treated and untreated cells were then washed with PBS and lysed in 50 mM Tris, pH 7.4, 150 mM NaCl, 10% glycerol, 1 mM EDTA, 1 mM EGTA, 0.1% NaPyroP, 1% Triton X-100, Roche protease inhibitor. Samples were electrophoresed by 6% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to Immobilon FL polyvinylidine-flouride membrane (Millipore). Membranes were blotted with antibodies raised against LC3B (D11, Cell Signaling Technology, 3868), followed by incubation with anti-rabbit IgG secondary antibody fluorescently labelled with IR680 (LI-COR Biosciences). Immunoblots were visualized on an Odyssey membrane imaging system (LI-COR Biosciences) and the LC3-II:I ratio was quantitated as the fold change of EphrinB2quine-treated samples relative to untreated samples.

To assess mineralization, Ocy454 cells with and without *Efnb2* knockdown were cultured in the same media as above, plus β-glycerophosphate for 14 days (data shown are with 10 mM, similar results were observed at 2 and 5 mM), stained with Alizarin Red, solubilized, and measured against a standard curve^76^.

### Transmission Electron Microscopy

Femora from female 12-week-old *Dmp1Cre* and *Dmp1Cre.Efnb2*^*f/f*^ mice were fixed for a minimum of 24 h in Karnovsky’s fixative. Samples were post-fixed in 1% osmium tetroxide/1.5% potassium ferrocyanide for 5 h and embedded in Spurr’s resin. Ultra-thin sections were stained with uranyl acetate/Reynold’s lead citrate and examined with a Philips 300 transmission electron microscope at 60 kV^11^. Osteocyte images were obtained from cells deeply embedded within the bone matrix.

### Statistics

All graphs show mean ± SEM, SD, or 95% confidence intervals, as indicated in figure legends; number of samples (*n*) is reported in the figure legends. Statistical significance was determined by unpaired Student’s *t* tests for histomorphometric, mechanical, microCT, and cell culture analyses, and two-way analysis of variance with Fisher’s least significant difference test for sFTIRM-derived data (GraphPad Prism 6 (version 6.05)). *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-sequencing data generated for this study is deposited with GEO, accession number GSE110795. All other data are available from the corresponding author on request.

How the deposited data were processed for this re-analysis (not part of the article)

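RNA from marrow-flushed femora of 12-week-old female mice was sequenced, 3 Dmp1Cre.Efnb2f/f and 4 Dmp1Cre. The authors mapped the reads to mm10 with Rsubread, counted them on Rsubread's built-in Entrez annotation with featureCounts, and deposited the raw counts per gene, without normalization, gene filter or pooling. The paper's text does not state software versions, the strand setting, the prior count of the log2 CPM or the method that estimated the sample quality weights. The deposited table of the whole series and the files of the single libraries hold the same counts. In the former, 26 symbols had become dates, and the symbols of the latter were used. Library totals ranged from 18119947 to 19119250 (median 18844400) in Dmp1Cre.Efnb2f/f and from 17245556 to 22075778 (median 19516587) in the controls.

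Of 27179 Entrez genes, 25275 were found in the RefSeq table of GRCm38.p6, the build of mm10, from which positions and gene types were taken. Genes with at least 0.65 CPM in at least 3 libraries were kept (16302). Then 1204 were left out by class, as 179 immunoglobulin segments, 184 without a symbol, 523 predicted genes, 313 pseudogenes, 4 ribosomal RNA genes, and 1 of the Y chromosome and Xist class. The study's term ribosomal genes was read as ribosomal RNA, and leaving out ribosomal protein genes as well was an added alternative. The 15098 genes left were tested with edgeR 4.0.16 (TMM, quasi-likelihood, robust) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels in text are TMM-normalized CPM. The study's pipeline (limma 3.58.1, log2 CPM with a prior count of 2, quantile normalization, quality weights, robust limma-trend), limma-voom with quality weights and DESeq2 1.42.0 were run beside it. The choice of tests, the gene lists, the rule for naming genes and all alternatives but the last 6 given here were made before the data were examined. The prior count of the limma pipeline was not among these choices. A first run, without a day block and with each possible day block, used 3, and edgeR's default of 2 was taken only after its results had been seen and set beside the paper's values. Both are given. The symbols and gene types that identify the classes left out, and the reading of ribosomal genes, were also settled after that run. The genes named are Efnb2, the genes the paper names, the members of the gene lists and, among genes past the threshold, those with the largest changes, of which there were 0. Genes named for a pattern seen in the data are marked as such.

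Lists of genes were compared by their median log2 fold change, with camera at a preset correlation of 0.01 and with fry, adjusted over 18 lists. Single values were compared with two-sided exact permutation tests over all 35 splits of the 7 libraries, whose smallest p is 0.0286. These tests take the libraries as exchangeable, though some shared a parent cross, so they do not allow for differences between crosses. The tests were tried on counts simulated for 15098 genes with 200 changed by a log2 fold change of 2. edgeR recovered 182 with 10 false calls, DESeq2 193 with 46, and the limma pipeline 181 with 11. On simulated unchanged counts edgeR and the limma pipeline made 0 calls and DESeq2 made 18. The simulated genes were drawn independently, without the differences between libraries that many genes share in the real counts. These numbers therefore give neither the power nor the false calls of the tests in the real libraries. The other alternatives were library size only, upper quartile, no filter on low counts, at least 10 counts in every library, all gene classes kept, the replicate number or the parent cross as a block, and each library left out. Alternatives added after seeing the data were the limma pipeline without weights, edgeR with a day block, removal of each library's trend against GC content and length, leaving out ribosomal protein genes, the first run's prior count of 3 and weights estimated gene by gene.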

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

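The edgeR fits and the camera and fry tests of the gene lists were set before the data were examined. Their use on these results and all other tests in this part were chosen after the result was seen. Among 58 results, a control lay apart from the other 3 controls in 5, measured as its gap to the nearest control divided by the range of the controls, where chance gives about 2.9 over the 4 controls. In all 5 it was control 4, where chance gives about 0.725 for a single control named in advance, though control 4 was picked after its values were seen and the results share genes. The value was 0.924 for Sec14l2, 0.843 for Bnip3, 0.911 for Klf9, 0.910 for Klf1 and 0.836 for Abcg4. Control 4 had the largest library, with 22075778 counts, and was the highest control for Sec14l2, Klf1 and Abcg4 and the lowest for Bnip3 and Klf9. More erythroid cells left in that femur may contribute, since the median deviation of the erythroid markers was 1.02 in control 4, but a single library decides this and other differences of that mouse, such as its parent cross and the depth of its library, stay open and were not tested. Without control 4, 1 gene was higher and 1 lower at the threshold, with 961 genes at an unadjusted p-value under 0.05.

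Of 179 genes in the lists that the paper does not discuss in its sequencing results, 5 were higher in all 3 libraries labelled Dmp1Cre.Efnb2f/f than in every control, where chance gives about 5.11. They were Efnb2 (log2 fold change 0.96), Ebf1 (0.56), Emcn (0.44), Tek (0.54) and Flt1 (0.59), each with an adjusted p-value of 0.511 from edgeR's quasi-likelihood test. The direction of Efnb2 is opposite to what its deletion would give. An exchange of the group labels between the paper's analysis and the deposit is argued against by the Table 1 genes, of which 30 of 30 had the paper's direction. More endothelial cells as the whole cause is argued against by the level of Efnb2 relative to the endothelial markers, which was still higher by 0.61 on the log2 scale, with no overlap (two-sided exact permutation test, p = 0.0286), though 1 of the 8 markers varied as widely over the libraries. An exchange made before the paper's own analysis stays open and was not tested. Transcripts that lack the floxed exon and transcription in cells without Cre stay open and were not tested, since the counts do not resolve exons. For Emcn, Tek and Flt1, more endothelial cells may be an explanation. The median of the endothelial list was 0.31, with 7 of 8 genes higher (camera adjusted p = 0.00334), but fry gave an adjusted p of 0.267, so the set tests leave this open. Without control 3 the list's median was 0.29 and no longer passed the threshold under camera. All 8 genes of the list were also detected in the control bone. Pecam1, the most abundant of them, had 168 ± 20.7 CPM (SD, n = 3) against 136 ± 12.3 CPM (SD, n = 4). No explanation was tested for Ebf1 alone. The B cell list, of which Ebf1 is a member and which shares no gene with the other lists, had a median of 0.25 (camera adjusted p = 0.0503).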

How the results depend on the processing

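With edgeR, 0 genes passed the threshold in either direction under library-size normalization (1415 genes at an unadjusted p-value under 0.05), upper-quartile normalization (1457), no filter on low counts (1800), at least 10 counts in every library (1401), all gene classes kept (1548) and the parent cross as a block (308). All Table 1 genes that each alternative tested kept their direction, apart from 10 with the parent cross as a block and Fbxo32 and Trim63 in the lowest limma fits with a day block. The erythroid and skeletal muscle markers kept their direction under every alternative for which they were computed, from -0.83 to -0.27 for the erythroid markers and from 0.14 to 1.24 for the skeletal muscle markers. Neither these lists nor the single Table 1 genes were computed for the limma fits with a day block at a prior count of 3, with gene-by-gene weights or without weights. The median log2 fold change of all genes was 0.0125 with TMM and 0.0942 with library size only. The replicate numbers do not pair the mice, since only number 3 shares a cross and the deviations from the group means correlated across genes by -0.14, 0.0608 and -0.42 for numbers 1, 2 and 3. The block on them leaves 2 residual degrees of freedom, and 577 genes had an unadjusted p-value under 0.05.

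The values that changed follow by alternative, and the cause was not tested apart from the quality weights. With DESeq2, the threshold was passed by 24 genes higher, 48 genes lower, 10 of the Table 1 genes, 2 of the autophagy genes of Table 1 and 3 neighbouring pairs. Efnb2 at 0.94 also passed it. The sign changed for the Efnb2 and Eph receptors list (-0.0201) and the adipocyte list (0.12). In the study's limma pipeline without a day block, the threshold was passed by 1131 genes higher, 1115 genes lower, 2 of the mineralization genes, 30 of the Table 1 genes, 10 of the autophagy genes of Table 1 and 29 neighbouring pairs. Efnb2 at 0.76 and the fasting and glucocorticoid response genes at 0.40 also passed it. Opposite in sign were Dmp1 (0.41), the core macroautophagy without Atg list (0.14), the Efnb2 and Eph receptors list (-0.0173), the adipocyte list (1.64), the osteoblast list (0.35) and the osteoclast list (0.37), of which the core macroautophagy without Atg list, the adipocyte list and the osteoblast list passed the threshold. In limma-voom with quality weights, the threshold was passed by 27 genes higher, 31 genes lower, 14 of the Table 1 genes and 3 of the autophagy genes of Table 1. The fasting and glucocorticoid response genes at 0.36 also passed it. The other direction was found for Dmp1 (0.48), the core macroautophagy without Atg list (0.0627), the Efnb2 and Eph receptors list (-0.0164), the adipocyte list (1.44), the osteoblast list (0.36) and the osteoclast list (0.56), of which the adipocyte list passed the threshold. Under library-size normalization, the sign changed for Dmp1 (0.0647), the Atg list (0.0152) and the core macroautophagy without Atg list (0.0360). Without a filter on low counts, the sign changed for the cartilage list (-0.000333). When all gene classes were kept, the sign changed for the Efnb2 and Eph receptors list (-0.0100). With the replicate number as a block, the threshold was passed by 1 gene higher. The sign changed for Dmp1 (0.0807), the core macroautophagy without Atg list (0.0431), the adipocyte list (0.59) and the osteoclast list (0.15). With the parent cross as a block, the skeletal muscle markers at 0.14 no longer passed the threshold. Opposite in sign were Fam134b (-0.89), Fbxo32 (-1.41), Vldlr (-0.0357), Cnksr1 (-0.40), Trim63 (-1.45), Klf9 (-0.40), Klf1 (0.0193), Zim1 (-0.56), Peg3 (-0.47), Abca6 (-0.00266), Phospho1 (0.18), Dmp1 (0.60), Fgf23 (-0.69), the ER-phagy and mitophagy receptors outside Table 1 list (-0.15), the adipocyte list (0.36), the osteoblast list (1.03), the osteoclast list (1.53), the fasting and glucocorticoid response genes (-0.42) and the autophagy of Table 1 list (-0.88), of which the osteoblast list, the osteoclast list, the fasting and glucocorticoid response genes and the autophagy of Table 1 list passed the threshold. At the lowest value over the 12 limma fits with a day block, the sign changed for Fbxo32 (-0.0198), Trim63 (-0.17), Sost (-0.15), Fgf23 (-0.15), the Efnb2 and Eph receptors list (-0.20), the adipocyte list (0.58), the cartilage list (-0.0598), the fasting and glucocorticoid response genes (-0.39) and the autophagy of Table 1 list (-0.0936), of which the fasting and glucocorticoid response genes passed the threshold. At the highest value over the 12 limma fits with a day block, the threshold was passed by 2214 genes higher, 2715 genes lower, 6 of the mineralization genes, 30 of the Table 1 genes, 10 of the autophagy genes of Table 1, 7 of the Atg genes and 68 neighbouring pairs. Efnb2 at 1.14 and the fasting and glucocorticoid response genes at 0.53 also passed it. The other direction was found for Dmp1 (1.06), the Atg list (0.0147), the core macroautophagy without Atg list (0.14), the adipocyte list (1.56), the osteoblast list (0.56) and the osteoclast list (1.01), of which Dmp1, the core macroautophagy without Atg list, the adipocyte list, the osteoblast list and the osteoclast list passed the threshold.

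Further alternatives were chosen after seeing the data, except that the prior count of 3 was that of a first run, before 2 was taken. When the quality weights were left out of the limma pipeline, the sign changed for Dmp1 (0.20), the core macroautophagy without Atg list (0.0445), the Efnb2 and Eph receptors list (-0.11), the adipocyte list (0.67) and the osteoclast list (0.25). After the length and GC trends were removed, the sign changed for Dmp1 (0.0204), the ER-phagy and mitophagy receptors outside Table 1 list (-0.0266), the adipocyte list (0.28) and the osteoclast list (0.17). Without ribosomal protein genes, the sign changed for the Efnb2 and Eph receptors list (-0.00101). At a prior count of 3 in the limma pipeline, the threshold was passed by 1130 genes higher, 1114 genes lower, 2 of the mineralization genes, 30 of the Table 1 genes, 10 of the autophagy genes of Table 1 and 24 neighbouring pairs. Efnb2 at 0.76 and the fasting and glucocorticoid response genes at 0.40 also passed it. The sign changed for Dmp1 (0.41), the core macroautophagy without Atg list (0.14), the Efnb2 and Eph receptors list (-0.0174), the adipocyte list (1.62), the osteoblast list (0.35) and the osteoclast list (0.37), of which the core macroautophagy without Atg list, the adipocyte list and the osteoblast list passed the threshold. When the weights were estimated gene by gene, the threshold was passed by 7 genes higher, 9 genes lower, 8 of the Table 1 genes and 1 of the autophagy genes of Table 1. The fasting and glucocorticoid response genes at 0.35 also passed it. Opposite in sign were Dmp1 (0.48), the core macroautophagy without Atg list (0.13), the adipocyte list (1.34), the osteoblast list (0.35) and the osteoclast list (0.50), of which the core macroautophagy without Atg list and the adipocyte list passed the threshold. At the lowest value over the 12 edgeR fits with a day block, the sign changed for Sost (-0.0715) and the Efnb2 and Eph receptors list (-0.0516). At the highest value over the 12 edgeR fits with a day block, the threshold was passed by 1 gene lower and 1 of the Table 1 genes. The other direction was found for Dmp1 (0.16), the adipocyte list (0.80) and the osteoclast list (0.19). Over the 12 limma fits with a day block, a prior count of 3 left the largest numbers at 2206 genes higher and 2709 lower, but moved replicate 2 of Dmp1Cre.Efnb2f/f with control 1 from 0 and 0 to 1832 and 2203. Gene-by-gene weights in these fits gave from 0 to 845 genes higher and from 0 to 1106 lower.

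Over all of these alternatives, 163 other values for single genes and lists kept their direction and newly passed the threshold, 1 no longer passed it, and 9 counts at an unadjusted p-value under 0.05 moved by more than 1.5 times.

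Across the 7 fits that each left out one library, the number of genes past the threshold ran from 0 to 1 higher and from 0 to 2 lower, and the number of Table 1 genes past it from 0 to 2. The 2 lower genes came without replicate 3 of Dmp1Cre.Efnb2f/f, and without control 4 there was 1 in each direction. Of the mineralization, autophagy and Atg genes and the neighbouring pairs, 0 passed in each of these fits. The log2 fold changes and medians ran from 0.77 to 1.09 for Efnb2, from -0.0628 to 0.0261 for the core macroautophagy without Atg list, from 0.59 to 1.03 for the skeletal muscle markers, from -0.83 to -0.47 for the erythroid markers and from -0.0299 to 0.45 for the fasting and glucocorticoid response genes. Other values that took both signs were Sost from -0.49 to 0.90, Dmp1 from -0.38 to 0.60, Mepe from -0.12 to 0.90, the mineralization named list from -0.25 to 0.61, the mineralization wider list from -0.0450 to 0.60, the ER-phagy and mitophagy receptors outside Table 1 list from -0.0516 to 0.16, the Efnb2 and Eph receptors list from -0.16 to 0.0941, the adipocyte list from -0.35 to 1.22, the osteocyte list from -0.0637 to 0.80, the osteoblast list from -0.60 to 0.16, the osteoclast list from -0.42 to 0.59 and the cartilage list from -0.19 to 0.70. At an unadjusted p-value under 0.05 there were from 425 genes, without replicate 1 of Dmp1Cre.Efnb2f/f, to 2369, without control 3. Depth limits the fold change of Sycp1 to a bound, with at most 2 counts in each library labelled Dmp1Cre.Efnb2f/f. Fgf23 had at most 21 counts in a library, and whether depth or the spread between mice limits it was not tested. Within crosses, the comparison rests on 1 mouse of each genotype.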

Differences from the paper's values

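The paper reports 782 genes higher and 1024 genes lower, and edgeR's quasi-likelihood test gave 0 and 0. Of the alternatives set before the data were examined, the study's limma pipeline without a day block gave 1131 and 1115, each within 1.5 times the paper's number. With a day block it ran from 0 to 2214 genes higher and from 0 to 2715 lower over the 12 possible pairs of the second day, a range that holds the paper's numbers, and the paper's text does not name the pair. These values are at a prior count of 2, which was not set in advance but taken after the results at 3 had been seen. With replicate 3 of Dmp1Cre.Efnb2f/f and control 1 as that pair it gave 906 and 1082, and with replicate 1 and control 4 it gave 706 and 717, both within 1.5 times the paper's numbers. The weights converged for replicate 3 with control 1, but not for replicate 1 with control 4 or at either end of the range. The other alternatives set before the data were examined did not come within 1.5 times of both. At the prior count of 3, which was run first, the pipeline without a day block gave 1130 and 1114. With a day block and that prior count, replicate 2 of Dmp1Cre.Efnb2f/f with control 1 gave 1832 and 2203 in place of 0 and 0, while replicate 3 with control 1 (909 and 1087) and replicate 1 with control 4 (709 and 719) stayed within 1.5 times the paper's numbers. With gene-by-gene weights, chosen after seeing the values, and a day block, replicate 3 with control 4 gave 737 and 977 and replicate 2 with control 4 gave 845 and 1106, the closest to the paper's numbers of the fits run. The day was not inferred from this.

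For a log2 fold change, the error is the larger of the standard error in the fit that gave the value, each alternative with its own, and the paper's log2 fold change divided by its t (the latter alone for the range over the fits with a day block), and the alternatives named are those set before the data were examined that came within it, the rest of them not. BC049730 had a log2 fold change of -3.01 (-7.72 without replicate 3 of Dmp1Cre.Efnb2f/f) against the paper's -5.568. The gap closed to within the error with the limma pipeline without a day block and the replicate block, and over the 12 limma fits with a day block it ran from -6.47 to -2.67. 2610507I01Rik had a log2 fold change of -2.48 against the paper's -4.421. Its value came within the error with the limma pipeline without a day block, limma-voom and Dmp1Cre.Efnb2f/f replicate 3 left out, and over the 12 limma fits with a day block it ran from -5.18 to -2.06. Eps8l1 had a log2 fold change of -2.02 against the paper's -4.1. The gap closed to within the error with the limma pipeline without a day block, limma-voom and Dmp1Cre.Efnb2f/f replicate 3 left out, and over the 12 limma fits with a day block it ran from -4.68 to -1.43. Lama2 had a log2 fold change of 0.97 against the paper's 1.475. Its value came within the error with the limma pipeline without a day block, limma-voom, library-size normalization, control 1 left out and Dmp1Cre.Efnb2f/f replicate 3 left out, and over the 12 limma fits with a day block it ran from 0.62 to 1.50. Fam110c had a log2 fold change of -1.77 (-3.84 without replicate 3 of Dmp1Cre.Efnb2f/f) against the paper's -3.115. The gap closed to within the error with the limma pipeline without a day block and limma-voom, and over the 12 limma fits with a day block it ran from -3.65 to -1.18. Sycp1 had a log2 fold change of -6.13 against the paper's -3.876. Its value came within the error with none of the alternatives that give a single value, and over the 12 limma fits with a day block it ran from -5.22 to -3.99. Unc5cl had a log2 fold change of -1.21 against the paper's -1.527. The gap closed to within the error with the limma pipeline without a day block, the parent cross block and Dmp1Cre.Efnb2f/f replicate 3 left out, and over the 12 limma fits with a day block it ran from -1.67 to -1.17. Myo15 had a log2 fold change of 1.55 against the paper's 1.291. Its value came within the error with DESeq2, the parent cross block, Dmp1Cre.Efnb2f/f replicate 2 left out and control 1 left out, and over the 12 limma fits with a day block it ran from 1.23 to 1.61. Sycp1 had -4.76 (standard error 0.42) in the limma pipeline without a day block, beyond the error of that fit though not beyond the wider standard error of 1.45 from edgeR. The fold change fitted for Sycp1 depends on the prior count, since its libraries labelled Dmp1Cre.Efnb2f/f have at most 2 counts each, and in the highest of the fits with a day block it came within the error. Other limma fits without a day block were not set beforehand. They gave -4.25 for Sycp1 at a prior count of 3 and -3.95 without quality weights, both within the error. Gene-by-gene weights gave -4.67, beyond it.

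The highest false discovery rate among the Table 1 genes is the paper's 0.01149, and it was 0.525 here. None of the alternatives set before the data were examined that give a single value came within 1.5 times of it, and the limma pipeline without a day block came to 0.0453. Over the 12 fits with a day block it ran from 0.00142 to 0.999, a range that holds the paper's value.

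The paper lists Dmp1, Mepe, Sost, Phospho1, Enpp1, Enpp2 and Fgf23 as not differing between the genotypes. Enpp1 and Enpp2 passed the threshold in the limma pipeline without a day block, and with a day block from 0 to 6 of the 7 did. It states that Atg genes were not changed, and from 0 to 7 of them passed with a day block. The paper lists all Table 1 genes as differentially expressed, and 0 passed with edgeR's quasi-likelihood test, with 27 at an unadjusted p-value under 0.05. All 30 passed in the limma pipeline without a day block and in 4 of the 12 fits with one, 10 with DESeq2, 14 with limma-voom, and from 0 to 2 with edgeR and a library left out. The limma pipeline at the first run's prior count of 3 called 30, and of the alternatives chosen after seeing the values gene-by-gene weights called 8 and edgeR with a day block up to 1.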

Other observations

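The tests of neighbouring genes and of other splits of the genes past the threshold with edgeR were planned from the outset. So were the camera tests at the preset correlation and the fry tests of the gene lists, among them the erythroid, muscle and fasting lists. Apart from preset alternatives, all other tests here, such as those of single genes against a list, were chosen after the result was seen.

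With edgeR, 35 of the 35 splits of the 7 libraries into 3 and 4 gave as many genes past the threshold as the genotypes, but since these gave 0 no split could give fewer, and this planned test was void. For genes at an unadjusted p-value under 0.05, 7 of the 35 splits gave as many as the 1459 of the genotypes. For the study's limma pipeline without a day block, 15 of the 35 splits gave as many as its 2246 genes past the threshold, with a median of 1262 and a highest value of 7750 over the other splits. In 17 of the 35 splits the weights did not converge. By the counts of 7 and 15 splits, the genotypes were not set apart from other groupings of these libraries. The split of controls 1 and 4 with replicate 3 of Dmp1Cre.Efnb2f/f against the rest gave 1140 genes with edgeR. It follows no group in the labels.

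The limma pipeline called 2246 genes where edgeR called 0, and the sample quality weights are a candidate explanation, because without them it called 0 genes. Removing each library's trends against GC content and length, which correlated with the log2 fold changes across genes (Spearman's rho -0.50 and 0.25 over 13387 genes, which are not independent), left 2110 genes at an unadjusted p-value under 0.05, more than the 1459 before, which argues against these trends as the whole source of that number. Library size and the share of the 10 largest genes were not tested as sources of that number. The fit with the parent cross as a block cannot decide whether the parents of the mice are one. Only a single cross holds both genotypes, with a single mouse of each.

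Klf1 and Tspo2, which the paper reads as autophagy genes, are expressed in erythroid cells, and fewer erythroid cells in the flushed bone may explain their fall. The erythroid list, which holds neither gene from Table 1 and shares none of its 18 genes with other lists, had a median log2 fold change of -0.61, with 1 of 18 genes higher (camera adjusted p = 1.37e-05). Under fry the adjusted p was 0.385 and with an estimated correlation 0.620, so the call rests on the preset correlation. Relative to the list, Klf1 differed by -0.38 (two-sided exact permutation test, p = 0.171) and Tspo2 by -0.42 (p = 0.114, same exact test). Relative to the list, the SD over the libraries was 0.34 for Klf1 and 0.33 for Tspo2, and 8 of the 18 markers varied as widely. All 18 genes were also detected in the control bone. Hba-a1, the most abundant, had 4458 ± 2318 CPM (SD, n = 3) against 11315 ± 6542 CPM (SD, n = 4). Fewer erythroid cells and lower expression within them cannot be told apart because the libraries of a genotype spread too widely.

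More muscle left on the bone may raise Fbxo32 and Trim63. The skeletal muscle list had a median of 0.80 with 15 of 15 genes higher (camera adjusted p = 6.26e-06, fry adjusted p = 0.267), less than the 2.30 of Fbxo32 and 2.52 of Trim63. All 15 genes were also detected in the control bone, and Acta1, the most abundant there, had 6686 ± 1124 CPM (SD, n = 3) against 4330.3 ± 1205 CPM (SD, n = 4). The libraries did not follow the muscle markers. Their median deviation was 0.22 and 0.76 in replicates 1 and 2 of Dmp1Cre.Efnb2f/f, 0.55 in replicate 3 and 0.45 in control 3, while Fbxo32 was at 622, 765, 56.9 and 152 CPM there. Relative to the markers, the SD over the 7 libraries was 1.51 (log2) for Fbxo32 and 1.62 for Trim63, above the 0.91 of the most variable of the 15 markers, which argues against muscle as the whole cause. A contribution of muscle to the difference between the genotypes stays open. Relative to the list that difference was 1.02 for Fbxo32 (two-sided exact permutation test, p = 0.514), within the spread. With the parent cross as a block the list's median was 0.14. A stronger response to fasting or glucocorticoids may also raise these genes, but the 23 genes of that list went both ways, with a median of 0.18 (camera adjusted p = 0.525), which decides nothing. In the limma pipeline without a day block the median was 0.40 and with the parent cross as a block -0.42, each past the threshold under camera and opposite in sign. Relative to this list, Fbxo32 varied over the libraries with an SD of 1.38, and 1 of the 23 genes varied as widely. With edgeR and without replicate 1 of Dmp1Cre.Efnb2f/f the list's median was -0.030, and without replicate 3 it was 0.45. Pdk4, a member of the list picked out after its values were seen, had 927 ± 799 CPM (SD, n = 3) against 344 ± 263 CPM (SD, n = 4). Relative to Pdk4, Fbxo32 differed by 1.13 (two-sided exact permutation test, p = 0.143).

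Stretches of chromosome of another strain could give neighbouring changed genes. With 0 genes past the threshold in edgeR there were 0 such pairs, so the planned test was void, and such stretches cannot be told apart from other sources of neighbouring changes by it. Among the 200 genes with the lowest p, 13 neighbouring pairs were found against a mean of 2.57 in 10000 random placements (permutation p = 1e-04, the smallest they can give), but 9 of the 35 splits of the libraries gave as many, with a median of 8 over the other splits. Among 84 tested genes around Efnb2, 9 had an unadjusted p-value under 0.05 with edgeR (exact hypergeometric test over genes, p = 0.425). In the study's limma pipeline without a day block, 19 of the 84 passed the threshold (p = 0.0384, same exact test), and 2 of the 35 splits gave as low a p, so a stretch around Efnb2 stays open. Among the 363 genes past the threshold with a log2 fold change over 1 in that pipeline, there were 29 neighbouring pairs against a mean of 8.77 in random placements (permutation p = 1e-04, the smallest they can give), and 6 of the 35 splits gave as many for their number of genes.

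BC049730, 2610507I01Rik, Eps8l1, Fam110c and Ccdc92b, all of Table 1, were picked after their values were seen because they were near 0 in replicates 1 and 2 of Dmp1Cre.Efnb2f/f, which share a parent cross. In replicate 3 the first 4 were at 36.1%, 46.5%, 65.4% and 73.4% of the control mean, and Ccdc92b was at 8.03%. Alleles carried by the parent cross are a candidate explanation for these 4. These 5 were the only genes among all tested that were at least 6 times below the lowest control (with a control mean above 1 CPM), or above the highest, in both libraries. This limit was chosen after the values were seen, and the outcome depends on it. At 4 times there were 8 genes in this pair and up to 10 in another of the 21 pairs of libraries, each set against the 4 of the remaining libraries that gave most genes, at 6 times 5 against at most 3, at 8 times 5 against at most 2, and at 10 times 4 against at most 1. Replicate 3 is a Dmp1Cre.Efnb2f/f mouse of another cross, shared with control 3. Ccdc92b was low there too, with 1.48 CPM against 10.8 CPM in control 3, which an allele carried only by the cross of replicates 1 and 2 would not give. The other 4 genes were far closer to the controls in replicate 3 than in replicates 1 and 2, which the genotype alone would not give. Each of these readings rests on 1 library, so alleles of the cross stay open for the 4 genes and other sources for Ccdc92b.

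None of the other lists passed an adjusted p of 0.05 under fry or with an estimated correlation. The granulocyte list passed under camera (adjusted p = 1.91e-05) with a median of -0.55 and 0 of 12 genes higher (two-sided exact permutation test on its median deviation per library, p = 0.0571), and with the parent cross as a block its median was -0.11. No explanation was tested for it. For the rest camera's adjusted p ran from 0.525 to 0.969. Their median log2 fold changes were 0.27 for the mineralization named list, 0.13 for the mineralization wider list, -0.0583 for the Atg list, -0.0484 for the core macroautophagy without Atg list, 0.0648 for the ER-phagy and mitophagy receptors outside Table 1 list, 0.00116 for the Efnb2 and Eph receptors list, -0.0961 for the adipocyte list, 0.17 for the osteocyte list, -0.36 for the osteoblast list, -0.11 for the osteoclast list, 0.0715 for the cartilage list and 1.10 for the autophagy of Table 1 list. For these 12 lists, a two-sided exact permutation test on the median deviation per library gave an unadjusted p between 0.0857 (ER-phagy and mitophagy receptors outside Table 1) and 0.943 (core macroautophagy without Atg). The mineralization lists share genes with each other and with the osteocyte and osteoblast lists, and the study chose the autophagy list of Table 1 on these libraries.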
